# Transcriptomic Analysis for the Identification of Metabolic Pathway Genes Related to Toluene Response in *Ardisia pusilla*

**DOI:** 10.3390/plants10051011

**Published:** 2021-05-19

**Authors:** Junping Xu, Chang Ho Ahn, Ju Young Shin, Pil Man Park, Hye Ryun An, Yae-Jin Kim, Su Young Lee

**Keywords:** transcriptomic analysis, RNA-seq, toluene, *Ardisia*, DEG

## Abstract

Toluene is an industrial raw material and solvent that can be found abundantly in our daily life products. The amount of toluene vapor is one of the most important measurements for evaluating air quality. The evaluation of toluene scavenging ability of different plants has been reported, but the mechanism of plant response to toluene is only partially understood. In this study, we performed RNA sequencing (RNA-seq) analysis to detect differential gene expression in toluene-treated and untreated leaves of *Ardisia* *pusilla*. A total of 88,444 unigenes were identified by RNA-seq analysis, of which 49,623 were successfully annotated and 4101 were differentially expressed. Gene ontology analysis revealed several subcategories of genes related to toluene response, including cell part, cellular process, organelle, and metabolic processes. We mapped the main metabolic pathways of genes related to toluene response and found that the differentially expressed genes were mainly involved in glycolysis/gluconeogenesis, starch and sucrose metabolism, glycerophospholipid metabolism, carotenoid biosynthesis, phenylpropanoid biosynthesis, and flavonoid biosynthesis. In addition, 53 transcription factors belonging to 13 transcription factor families were identified. We verified 10 differentially expressed genes related to metabolic pathways using quantitative real-time PCR and found that the results of RNA-seq were positively correlated with them, indicating that the transcriptome data were reliable. This study provides insights into the metabolic pathways involved in toluene response in plants.

## 1. Introduction

As a toxic volatile organic solvent, toluene is widely used in the production of daily life products, such as gasoline mixtures, benzene, cosmetics, ink, adhesives, paints, coatings, and glues [1]. It is difficult to degrade toluene by ultraviolet rays or atmospheric oxidation [2]. With the increase in population and development of cities, people stay indoors longer, and interior air quality has become more important. Toluene is easily absorbed by humans through the respiratory tract because of its widespread use at the individual and industrial levels [3]. In addition, the concentration of toluene in indoor air is usually higher than that in outdoor air, which makes it inevitable for humans to be exposed to toluene [4]. Toluene is hazardous to human health. Both short-term exposure to high concentrations or long-term exposure to low concentrations of toluene may cause serious health-related issues, such as dizziness, nausea, vomiting, loss of appetite, dermatitis, lung injury, and damage to the central nervous and immune systems, and it may even cause death in severe cases [5,6,7].

Ornamental plants are receiving greater attention for indoor purification of air because they are economically viable and environmentally friendly. To date, the ability of many plants to specifically remove indoor harmful gases has been studied [8,9]. In these studies, the purification capacity of different plants for toluene has also been investigated [8,10,11,12]. Among the 12 plant species tested, *Sansevieria trifasciata* has been found to have the highest toluene removal capacity [12]. However, little is known about the toluene metabolism pathway in plants. Therefore, there is an urgent need to understand the metabolic response mechanism of plants to toluene and develop new germplasms with the ability to enhance toluene metabolism. These new germplasms can be used as purification plants to improve air quality economically and effectively.

*Ardisia* is a flowering plant in the subfamily Myrsinoideae. At present, more than 700 species of this plant have been reported, located mainly in the tropics [13]. *Ardisia pusilla* (*A. pusilla*) is a shrub with light green leaves, white flowers, and red berries. It is a popular indoor ornamental plant in Korea [14]. According to Song, the removal efficiency of toluene by *A. pusilla* is significantly higher than that of other plants [15]. Ahn et al. overexpressed the *AtNDPK2* gene in *A. pusilla* to further improve its ability to absorb toluene [14]. Previous studies on the *AtNDPK2* gene have mainly reported that it can improve abiotic stress tolerance in plants [11,16,17,18].

As a high-throughput next-generation sequencing (NGS) technology, RNA sequencing (RNA-seq) has developed rapidly and has become an indispensable tool for analyzing differential gene expression and gene regulatory networks in transcriptome research. Particularly for atypical plants, even if there is no reference genome, the genome can be constructed by de novo transcriptome assembly [19]. Chen et al. revealed the metabolic defense mechanism of rice against predominant polybrominated diphenyl ether (PBDE) pollution by performing RNA-seq on rice grown to maturity in soil containing PBDE [20]. To date, RNA-seq has not been used to study the metabolic defense mechanisms of plants against toxic volatile organic compounds.

In this study, we performed RNA-seq analysis using Illumina NovaSeq 6000 (Illumina, San Diego, CA, USA) to conduct an in-depth sequencing of *A. pusilla* after toluene treatment, followed by comparison of toluene-treated and untreated plants. To understand the reactive response mechanism of plants to toluene exposure and the metabolic pathway of toluene in plants, we analyzed the differential gene expression of the transcriptome and verified it by quantitative real-time PCR (qRT-PCR). We also examined the gene expression related to toluene metabolism in *AtNDPK2*-transgenic *A. pusilla* plants with enhanced toluene absorption capacity.

## 2. Results

### 2.1. Illumina Sequencing and De Novo Assembly

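Leaf RNA of Ardisia pusilla was compared between plants exposed to 1.5 ppm toluene for 5 h and untreated plants, with 2 libraries per group. Each library held pooled leaf RNA of 3 plants 20 cm tall, and the libraries of each group are named here toluene replicates 1 and 2 and untreated replicates 1 and 2, as in Table 1. Section 2.1 of the paper gives the library codes the other way round from the note to Table 1, the legends of Figures 4 and 5 and the deposited labels, which were followed here. In that orientation 1513 of 1674 fold changes in the paper's supplement were equal, sign included, to fold changes computed here. With the codes of Section 2.1 every direction below would be reversed. The authors prepared stranded mRNA libraries, trimmed the reads with Trimmomatic, assembled the merged reads of all libraries with Trinity, clustered the contigs with CD-HIT-EST into unigenes, and estimated counts per unigene with Bowtie and RSEM. The deposited table held expected counts, FPKM and the best database matches for 88442 unigenes, of which 82696 had a count. The 25210 unigenes that passed the count filter of edgeR (filterByExpr) were normalized by TMM and tested with edgeR's quasi-likelihood test, and p values were adjusted by Benjamini-Hochberg over these unigenes. Levels are given as TMM-normalized counts scaled to a common library size (CPM), mean ± SD over the 2 libraries of a group. The test gives no SE, so SE here is the absolute log2 fold change divided by the square root of the test's F statistic. A unigene is described as having risen or fallen in toluene-treated leaves where its adjusted p was under 0.05, and each one named so had both toluene-treated libraries on one side of both untreated libraries. The spread between libraries of a group gave a biological coefficient of variation of 0.134 with 2 residual degrees of freedom. On counts simulated at this depth the test recovered 46.0% of 63 2-fold changes, 89.7% of 68 4-fold changes and 94.2% of 69 8-fold changes, with 18 false calls, 10.4% of all calls. Only 200 unigenes were changed in the simulation, against 7403 called in the data, so its false share of calls does not carry over. An exact permutation test of 2 against 2 libraries cannot give a p under 0.333, so single values carry no such test.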

To gain additional insight into the transcriptomic response of *A. pusilla* to toluene treatment, the leaves of the toluene-treated (1-1, 1-2) and untreated groups (2-1, 2-2) were chosen to construct cDNA libraries. Four cDNA libraries were generated containing 135.59, 162.62, 142.96, and 136.26 million clean reads, respectively (Table 1). GC contents in the four libraries were 50.3%, 49.99%, 50.54%, and 49.37%, whereas Q30 percentage (% of bases with quality over phred score 30) was 96.03%, 95.69%, 95.78%, and 95.87%, respectively. Trimmed reads for each sample were aligned to the assembled reference using the Bowtie program [21]. For DEG analysis, the abundance of unigenes across the samples was estimated into read count as an expression measure using the RSEM algorithm [22]. Table 1 shows the overall read mapping ratio for each sample; 1-1, 1-2, 2-1, and 2-2 had 74.33%, 72.08%, 76.99%, and 71.92% of the mapped sequencing reads, respectively, obtained after aligning to the assembled reference genome.

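The assembled reference held unigenes best matched to land plants and unigenes best matched to other organisms. How RNA of the latter entered the libraries was not tested. Organisms were taken from the best NR match, or from UniProt and then NT where NR named none. Land plant unigenes took 953238.5 and 958243.6 CPM without scaling factors in the untreated and 950728.2 and 957308.7 in the toluene-treated libraries. For these shares 2 ribosomal RNA unigenes were left out. Arthropod unigenes rose from 92.7 ± 7.1 to 3546.8 ± 90.4 CPM without scaling factors (SD, n = 2 per group), a ratio of 38.3. The ratio was 3.08 by UniProt or NT matches, 23.4 as a share of FPKM or TPM and 6.26 as a share of unigenes with a count. By UniProt or NT matches arthropods held 1353.7 and 1388.7 CPM in the untreated and 4130.2 and 4324.1 in the toluene-treated libraries. The higher untreated level lowered that ratio. Most of these counts fell in 2974 unigenes best matched to Bemisia, the genus of the tobacco whitefly, with 1288 and 1934 counts in the untreated libraries against 53335 and 65062 in the toluene-treated ones. Unigenes of Nasonia, a genus of parasitoid wasps, held 99 and 83 against 2742 and 6060 counts. Fungal unigenes went from 362.7 ± 33.8 to 1546.8 ± 318.9 CPM without scaling factors, a ratio of 4.26, with Rachicladosporium, Fusarium and Alternaria among the largest genera. By UniProt or NT matches the fungal ratio was 1.26, and as a share of unigenes with a count 2.88. By those matches fungi held 7193.9 and 7273.2 CPM in the untreated and 9176.7 and 9025.1 in the toluene-treated libraries, again from a higher untreated level. Viral unigenes had 65.0 ± 0.3 CPM without scaling factors in untreated and 2789.6 ± 1816.2 in toluene-treated leaves, a ratio of 42.9 that became 23.2 without toluene replicate 1, 17.5 by UniProt or NT matches, 6.84 as a share of FPKM or TPM and 2.65 as a share of unigenes with a count. The unigene c36_g1_i1 held 89.7% of the viral counts in the toluene-treated libraries, and without it the ratio was 4.23. Among 667 arthropod unigenes tested, 657 rose and 1 fell, with a median log2 fold change of 5.95, or 4.77 with unigenes at 0 in both untreated libraries set at their lower bound (a floor of 3 counts over the group). Of 444 fungal unigenes, 322 rose and 20 fell (median 5.06, or 3.44 at the bound). They numbered 117 higher without toluene replicate 1 and 178 without toluene replicate 2, and the arthropod count was 446 and 407 higher without these libraries. As sets, camera gave p = 7.88e-81 for arthropod and 7.33e-38 for fungal unigenes, and with an estimated correlation p = 0.000743 and p = 0.0903, in a family of 6 sets of unigenes outside land plants. Arthropod unigenes held 2035 and 2745 counts in all in the untreated libraries. Most of the 667 could therefore pass the count filter only through the toluene-treated libraries. The share of arthropod unigenes that rose, here and in the lists below, their median and their p follow in part from that filter.

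**Figure D1:**
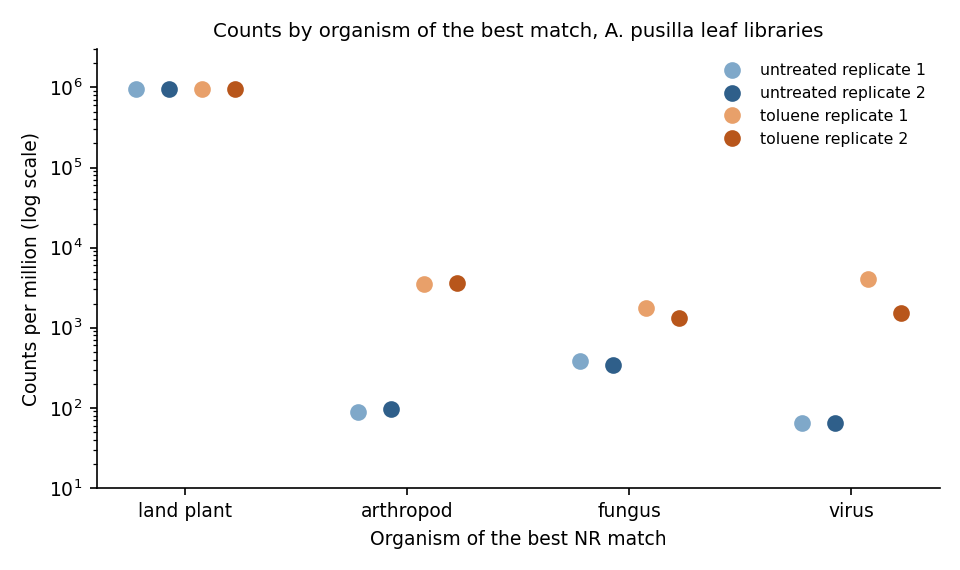
CPM without scaling factors (vertical log axis) of unigenes grouped by organism of the best match (horizontal axis), a point for each of the 4 libraries. The NR match was used, or UniProt and then NT where NR named no organism, and 2 ribosomal RNA unigenes were left out. Land plant points lie between 950728.2 and 958243.6, whereas arthropod points lie at 87.7 and 97.7 in untreated and at 3482.9 and 3610.8 in toluene-treated leaves.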

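A 26S ribosomal RNA unigene (c97783_g1_i1, best nucleotide match Myrsine africana) and an 18S ribosomal RNA unigene (c97783_g2_i1, best match Ardisia crenata) together held 41.33% and 39.44% of the counts of the untreated libraries, 58.81% of toluene replicate 1 and 40.56% of toluene replicate 2. Ribosomal RNA forms the core of the ribosome and is normally depleted from mRNA libraries. Total counts were 39567138 and 46381641 in the untreated and 47523864 and 41895725 in the toluene-treated libraries. Counts were seen for 55279, 52559, 52406 and 59038 unigenes. Across unigenes, Pearson's r of log CPM was 0.987 between the untreated and 0.979 between the toluene-treated libraries, where unigenes are not independent replicates. The TMM factors were 1.036, 1.081, 0.755 and 1.182.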

Trimmed reads for every sample were merged into one file to construct a combined reference. Since there were no genomic sequences of *A. pusilla*, the merged data were assembled into transcript contigs using Trinity software. The statistics of the assembled transcript contigs are listed in Table S2. The sequence reads were assembled into 99,322 contigs covering 93,764,604 bases, with N50 values of 1137 bp and an average contig length of 694.06 bp (Table S2). The CD-HIT-EST program (http://weizhongli-lab.org/cd-hit, accessed on 22 February 2020) was used to filter and cluster 88,444 unigenes from the longest contigs.

### 2.2. Annotation Results

For functional annotation, 49,623 (56.11%) of the 88,444 unigenes in *A. pusilla* leaf transcriptome were successfully annotated by searching EggNOG, UniProt, NR, GO, Pfam, NT, and KEGG functional databases using BLASTX or BLASTN with an E-value cut-off of 1.0E-5. Among them, 44,491 (50.3%), 43,380 (49.05%), 33,178 (47.71%), 42,197 (43.91%), 33,619 (38.01%), 38,839 (37.51%), and 32,245 (36.46%) unigenes were matched with the NR, KEGG, Pfam, EggNOG, UniProt, GO, and NT databases, respectively (Figure 1).

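In the deposited annotation, 30227 unigenes (34.18%) were assigned to land plants. The best NR match was used, or UniProt and then NT where NR named no organism. A further 4462 (5.05%) were assigned to arthropods, 5558 (6.28%) to fungi, 40 (0.05%) to viruses, 6662 (7.53%) to vertebrates and 2287 (2.59%) to other organisms. For 39206 (44.33%) neither NR, UniProt nor NT named an organism. Counting matches per database gave 44489 unigenes with NR, 43378 with KEGG, 33177 with Pfam, 42195 with EggNOG, 33617 with UniProt, 38837 with GO and 32243 with NT. Their shares of the 88442 unigenes were 50.3%, 49.05%, 37.51%, 47.71%, 38.01%, 43.91% and 36.46%. At least 1 database matched 49621 unigenes (56.11%), and 20978 (23.72%) had a match in all 7. An Arabidopsis thaliana locus was given for 17697 unigenes (20.01%), and these loci were used to find the genes that the paper names. Where no unigene carried the locus, as for OMT1, APG1, HAI, YUC4, EFE, TIM and NDPK1, protein descriptions were searched instead. A unigene found in that way can be another member of the protein family. Matched unigenes had a median length of 492 bases and the others 289 bases. The 38821 unigenes without any match (43.89%) held 1.39% to 1.92% of each library's counts once the 2 ribosomal RNA unigenes were set aside. Of the 25210 unigenes tested, 21776 (86.38%) had a match. Vertebrate unigenes, which are not named, took 6129.7 and 483.6 CPM without scaling factors in the untreated and 783.9 and 364.5 in the toluene-treated libraries, so that their ratio of 0.174 became 1.19 without untreated replicate 1.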

### 2.3. Annotation on GO Database

The GO database was used to classify the annotated unigenes for functional annotation of the *A. pusilla* leaf transcriptome. The GO terms belonging to BP, CC, and MF were identified. There were 52 subcategories related to BP, including representative subcategories as the “cellular process” (21,167 unigenes) and “metabolic process” (18,724 unigenes). There were 26 subcategories related to CC, mainly including the “cellular part” (30,669 unigenes) and “organelle” (19,538 unigenes). There were 16 subcategories related to MF, which were mainly involved in “catalytic activity” (17,323 unigenes) and “binding” (16,558 unigenes) (Figure 2a and: Table S3). The results revealed that most of the identified genes were involved in the “cellular part” and “metabolic process” in the response of *A. pusilla* to toluene.

### 2.4. Annotation on EggNOG Database

To identify the proteins distributed in eukaryotic orthologous groups, clusters of orthologous groups and non-supervised orthologous groups, the annotated unigenes were mapped to the annotation of the corresponding orthologous groups in the EggNOG database. For EggNOG annotation, 42,197 unigenes were divided into 25 EggNOG categories. Some of the unigenes were assigned to more than one category. The largest proportion of unigenes belonged to “undefined function” (44.66%), followed by “posttranslational modification, protein turnover, chaperones” (8.7%), “translation, ribosomal structure and biogenesis” (5.65%), “transcription” (5.04%), and “signal transduction mechanisms” (4.88%) (Figure 2b). In particular, “secondary metabolites biosynthesis, transport and catabolism” category accounted for 1.77% of total annotated unigenes by EggNOG (Figure 2b), and this category was further analyzed for its role in the metabolic pathway underlying toluene response in *A. pusilla* plants.

### 2.5. DEG Analysis Results

Based on the results of the annotation analysis, DEGs were analyzed, and significant results were selected according to the following conditions: |fc| ≥ 2 and *p*-value < 0.05. 

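Defense protein genes showed some of the largest rises among plant genes with at least 10 CPM. A basic endochitinase c106697_g1_i2, an enzyme that cleaves fungal chitin, rose from 0.0367 ± 0.0520 to 34.3 ± 2.96 CPM (SD, n = 2 per group, log2 fold change 9.90, SE 0.34, adjusted p = 3.98e-07, edgeR). A thaumatin-like protein c109717_g1_i1 rose from 0.124 ± 0.107 to 32.8 ± 1.15 CPM (log2 fold change 7.93, SE 0.27, adjusted p = 3.94e-07, edgeR). The pathogenesis-related protein PR-4A c103910_g1_i1 rose from 1.096 ± 0.371 to 128 ± 10.6 CPM (log2 fold change 6.84, SE 0.20, adjusted p = 3.1e-07, edgeR). A glucan endo-1,3-beta-glucosidase c110582_g1_i1, which cleaves a fungal wall polymer, rose from 1.87 ± 0.160 to 27.1 ± 3.31 CPM (log2 fold change 3.86, SE 0.16, adjusted p = 6.41e-07, edgeR). The endochitinase had 3 and 0 counts in the untreated libraries, so its fold change rests on few counts, had no finite value without untreated replicate 1 and was 8.81 without untreated replicate 2 on the log2 scale. That of the thaumatin-like protein c109717_g1_i1 was 7.33 without untreated replicate 1 and 9.30 without untreated replicate 2. Insect and virus transcripts rose as far. Hexamerin c105549_g5_i1, an insect storage protein with its best match in Bemisia tabaci, went from 0.161 ± 0.0546 to 50.3 ± 0.780 CPM (log2 fold change 8.23, SE 0.20, adjusted p = 8.57e-08, edgeR). Elongation factor 1-alpha c105975_g2_i1 of the same species went from 1.32 ± 0.00323 to 29.0 ± 2.14 CPM (log2 fold change 4.45, SE 0.15, adjusted p = 3.94e-07, edgeR).

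Plant genes of several functions fell far among those with at least 10 CPM. The U-box protein 19 gene c116728_g1_i1 fell from 179 ± 7.91 to 5.30 ± 1.81 CPM (log2 fold change −5.06, SE 0.21, adjusted p = 7.12e-07, edgeR). NCED3 c117947_g1_i1, a 9-cis-epoxycarotenoid dioxygenase of abscisic acid synthesis, fell from 58.1 ± 0.554 to 4.91 ± 0.624 CPM (SD, n = 2 per group, log2 fold change −3.56, SE 0.14, adjusted p = 5.15e-07, edgeR). Abscisic acid 8'-hydroxylase 1 c111094_g1_i2, which breaks that hormone down, fell from 36.3 ± 0.963 to 3.33 ± 0.598 CPM (log2 fold change −3.43, SE 0.15, adjusted p = 9.31e-07, edgeR). ERF109 c108667_g1_i5, an ethylene response factor, fell from 67.1 ± 2.83 to 6.24 ± 0.256 CPM (log2 fold change −3.43, SE 0.12, adjusted p = 4.47e-07, edgeR). Phospholipase D delta c114366_g1_i6 fell from 98.7 ± 1.34 to 9.87 ± 0.422 CPM (log2 fold change −3.32, SE 0.12, adjusted p = 4.47e-07, edgeR). Xyloglucan endotransglucosylase/hydrolase 2 c116200_g1_i3 fell from 28.5 ± 0.834 to 2.54 ± 0.238 CPM (log2 fold change −3.50, SE 0.14, adjusted p = 6.02e-07, edgeR).

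In total 7403 of 25210 unigenes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 4003 higher and 3400 lower in toluene-treated leaves. Land plant unigenes made up 2578 of the higher and 3063 of the lower ones, and unigenes matched outside land plants 1052 and 69. At the thresholds the paper states, an unadjusted p under 0.05 in edgeR's exact test and a fold change of at least 2, 4552 unigenes were DEGs, 2683 upregulated and 1869 downregulated. Left-out libraries moved these counts, to 4235 by adjusted p without untreated replicate 1 and to 2960 by the stated thresholds without toluene replicate 1. By adjusted p DESeq2 called 4913 unigenes, and library size alone without TMM factors called 2911. Among upregulated unigenes 662 rose over 20-fold with unigenes at 0 set at their bound, of which 442 were best matched to arthropods, 116 to fungi and 29 to land plants.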

Comparing the transcription profiles of toluene-treated and untreated groups, 4101 DEGs were obtained, of which 2100 were upregulated and 2001 were downregulated (Table 2).

GO analysis classified 2854 DEGs into three functional categories: BP, CC, and MF (Table 2, Figure S1). 

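Photosynthesis genes that passed the test were lower in toluene-treated leaves. Of 73 unigenes tested, 35 fell, 0 rose and 38 did not pass edgeR's test (41 and 1 adjusted over the list alone, with risen unigenes numbering 1 at an unadjusted p under 0.05, 0 by the exact test and 0 by DESeq2 on the same unigenes). A land plant match was given for 32 of the fallen unigenes. The list had a median log2 fold change of −0.48, camera adjusted p = 1.17e-08, and adjusted p = 0.794 with an estimated correlation. PsaA c104810_g8_i3, a core subunit of photosystem I, fell from 2354 ± 216 to 1093 ± 2.94 CPM (SD, n = 2 per group, log2 fold change −1.11, SE 0.13, adjusted p = 0.000233, edgeR). The oxygen-evolving enhancer protein 2-2 c115771_g6_i1 fell from 213 ± 6.33 to 97.9 ± 7.96 CPM (log2 fold change −1.12, SE 0.11, adjusted p = 8.69e-05, edgeR). HCF136 c115196_g1_i1, an assembly factor of photosystem II, fell from 111 ± 0.601 to 58.6 ± 0.0905 CPM (log2 fold change −0.92, SE 0.11, adjusted p = 0.000179, edgeR). Genes of organelle ribosomal proteins, which serve translation in chloroplasts and mitochondria, were not called as a list (median log2 fold change of −0.16, camera adjusted p = 0.0583), with 11 higher, 26 lower and 66 of 103 not past the test (14 and 32 adjusted over the list alone). With an estimated correlation the list did not pass either (camera adjusted p = 0.857). Chloroplast ribosomal protein L17 c104869_g1_i1 fell from 105 ± 2.91 to 67.7 ± 0.357 CPM (log2 fold change −0.63, SE 0.11, adjusted p = 0.00174, edgeR). The call of L17 was lost with library size alone (adjusted p = 0.207) and without untreated replicate 2 (adjusted p = 0.0563), with a lowest adjusted p of 3.41e-07 over alternatives. Ribosomal protein S6 c107590_g1_i1 rose (log2 fold change 0.73, SE 0.13, adjusted p = 0.00224, edgeR), a call lost with library size alone (adjusted p = 0.485), with a lowest adjusted p of 3.02e-07 over alternatives.

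More cytoskeleton genes rose than fell. Among 75 tubulin and actin unigenes, 33 rose, 6 fell and 36 did not pass (37 and 7 adjusted over the list alone, median log2 fold change of 0.53, camera adjusted p = 4.13e-05, adjusted p = 0.794 with an estimated correlation). Of 55 with a land plant match 18 rose and 5 fell, and of 13 with an arthropod match 13 rose. Tubulin alpha-1 c112096_g2_i1, a Bemisia tabaci match, went from 0.307 ± 0.0181 to 10.1 ± 1.28 CPM (SD, n = 2 per group, log2 fold change 5.02, SE 0.23, adjusted p = 1.06e-06, edgeR). Actin-5C c109111_g4_i2, matched to Drosophila, went from 0.0722 ± 0.0674 to 4.13 ± 0.00155 CPM (log2 fold change 5.70, SE 0.41, adjusted p = 9.83e-06, edgeR). Of 53 core histone unigenes 7 rose, 0 fell and 46 did not pass (5 and 0 adjusted over the list alone, with fallen unigenes numbering 1 at an unadjusted p under 0.05, 0 by the exact test and 1 by DESeq2 on the same unigenes, median log2 fold change of 0.22, camera adjusted p = 0.0353, adjusted p = 0.853 with an estimated correlation). Among 26 markers of animal muscle and cuticle, 18 rose, 0 fell and 8 did not pass (18 and 0 adjusted over the list alone, with fallen unigenes numbering 1 at an unadjusted p under 0.05, 0 by the exact test and 0 by DESeq2 on the same unigenes). All 18 were arthropod matches, and the list had a median log2 fold change of 6.22, 4.18 with unigenes at 0 at their bound. Its camera adjusted p was 1.04e-09, and adjusted p = 0.792 with an estimated correlation. The list's call was lost among land plant unigenes only (adjusted p = 0.588). Higher and lower markers numbered 20 and 1 without untreated replicate 2 and 11 and 0 without toluene replicate 2. Cuticle protein 18.7 c96164_g1_i1, a part of the insect exoskeleton, went from 0.0644 ± 0.0219 to 3.96 ± 0.591 CPM (log2 fold change 5.85, SE 0.37, adjusted p = 5.04e-06, edgeR), and the larval cuticle protein 8 of Nasonia c74122_g1_i1, at 0 in both untreated libraries, had 91 and 220 counts in the toluene-treated ones, at least 111.0-fold higher. This bound was 60.9 without untreated replicate 1 and 49.7 without untreated replicate 2.

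Of the 20246 unigenes with a GO term that were tested, 6285 passed the adjusted p, 3278 higher and 3007 lower, and 845 of the higher and 48 of the lower ones were matched outside land plants. At an unadjusted p under 0.05 and a fold change of at least 2 in the exact test, 3258 were DEGs, 1937 upregulated and 1321 downregulated, of which 877 and 58 were matched outside land plants. Higher and lower photosynthesis genes numbered 0 and 17 with library size alone, 1 and 28 with upper-quartile normalization, 0 and 20 without untreated replicate 1, 0 and 18 without untreated replicate 2 and 2 and 37 without toluene replicate 2. The photosynthesis call was lost with fry (adjusted p = 0.0722). The histone call was lost with fry (adjusted p = 0.164), with library size alone (adjusted p = 0.123), without untreated replicate 1 (adjusted p = 0.11), without untreated replicate 2 (adjusted p = 0.113), without toluene replicate 1 (adjusted p = 0.753) and among land plant unigenes only (adjusted p = 0.0876). Higher and lower organelle ribosomal protein genes numbered 0 and 0 with library size alone, 3 and 6 without untreated replicate 1, 3 and 7 without untreated replicate 2, 3 and 41 without toluene replicate 1 and 21 and 23 without toluene replicate 2. Tubulin and actin genes numbered 18 and 3 with library size alone, 26 and 11 without untreated replicate 2 and 21 and 6 without toluene replicate 1. Histone genes numbered 4 and 0 with library size alone, 14 and 0 with upper-quartile normalization, 5 and 2 without untreated replicate 2, 4 and 4 without toluene replicate 1 and 21 and 0 without toluene replicate 2, and 11 animal markers rose without toluene replicate 2. The log2 fold change of Actin-5C c109111_g4_i2 was 5.07 without untreated replicate 1 and 7.23 without untreated replicate 2.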

The number of upregulated DEGs (1456) was similar to that of downregulated DEGs (1398) (Table 2). GO analysis demonstrated that a large number of GO subcategories, such as cellular processes (1504), metabolic processes (1340), biological regulation (809), and response to stimulus (626), were the most enriched categories in BP (Figure S1). The highest number of DEGs involved in CC belonged to cell part (2253), organelle (1454), membrane (675), and organelle part (584) (Figure S1). In addition, in terms of MF, catalytic activity (1245), binding (1130), transcription regulator activity (229), and structural molecular activity (194) were the most enriched subcategories (Figure S1).

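Genes of enzymes that modify foreign compounds went both ways. Of 127 cytochrome P450 unigenes tested, whose products oxidize many small molecules, 33 rose, 12 fell and 82 did not pass the test (40 and 16 adjusted over the list alone). As a list these had a median log2 fold change of 0.20, camera adjusted p = 0.0708. CYP72A219 c113999_g2_i1 rose from 15.4 ± 1.68 to 64.3 ± 3.03 CPM (SD, n = 2 per group, log2 fold change 2.06, SE 0.12, adjusted p = 3.98e-06, edgeR). CYP87A3 c117801_g1_i1 rose from 24.1 ± 1.63 to 80.7 ± 2.09 CPM (log2 fold change 1.74, SE 0.11, adjusted p = 5.95e-06, edgeR). CYP71A1 c102505_g1_i1 rose from 1.77 ± 0.353 to 7.58 ± 0.257 CPM (log2 fold change 2.09, SE 0.19, adjusted p = 4.74e-05, edgeR). Of 56 glutathione S-transferases, which conjugate glutathione to electrophiles, 26 rose, 6 fell and 24 did not pass the test (28 and 6 adjusted over the list alone). Together these had a median log2 fold change of 0.38, camera adjusted p = 0.00095, adjusted p = 0.794 with an estimated correlation. Here 46 had a land plant match (19 higher, 6 lower) and 7 an arthropod match, each of which rose. GST F11 c106455_g1_i2 rose from 1.39 ± 0.0642 to 8.28 ± 1.13 CPM (log2 fold change 2.57, SE 0.19, adjusted p = 1.23e-05, edgeR). GST U17 c111771_g1_i1 rose from 9.74 ± 0.778 to 24.5 ± 1.68 CPM (log2 fold change 1.33, SE 0.12, adjusted p = 5.28e-05, edgeR). A further GST F11 unigene c101683_g1_i1 fell (log2 fold change −1.07, SE 0.11, adjusted p = 8.89e-05, edgeR).

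Of 82 UDP-glycosyltransferases, which attach sugars to small molecules, 16 rose, 14 fell and 52 did not pass the test (16 and 14 adjusted over the list alone). The group had a median log2 fold change of 0.00, camera adjusted p = 0.858. A hydroquinone glucosyltransferase c110195_g1_i1 rose from 11.5 ± 0.486 to 28.7 ± 4.83 CPM (SD, n = 2 per group, log2 fold change 1.32, SE 0.14, adjusted p = 0.000114, edgeR). UGT71K1 c111885_g1_i1 fell from 38.3 ± 4.49 to 17.3 ± 0.0163 CPM (log2 fold change −1.15, SE 0.12, adjusted p = 0.000121, edgeR). Of 122 ABC transporters, 12 rose, 20 fell and 90 did not pass the test (11 and 20 adjusted over the list alone). The members had a median log2 fold change of −0.06, camera adjusted p = 0.374 and a median of 0.05 when library size without the 2 ribosomal RNA unigenes was used. ABCC8 c119870_g1_i2, of the family that carries conjugates into the vacuole, rose from 1.93 ± 0.107 to 12.4 ± 1.17 CPM (log2 fold change 2.68, SE 0.16, adjusted p = 4.17e-06, edgeR). ABCC4 c118616_g1_i1 rose from 12.7 ± 0.941 to 29.9 ± 4.25 CPM (log2 fold change 1.24, SE 0.14, adjusted p = 0.000133, edgeR). ABCF5 c115951_g2_i1 fell from 158 ± 0.857 to 86.1 ± 9.30 CPM (log2 fold change −0.87, SE 0.12, adjusted p = 0.00047, edgeR), a call lost with library size alone (adjusted p = 0.0521), with a lowest adjusted p of 2.24e-12 over alternatives.

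Of 21374 unigenes with a KEGG match that were tested, 6642 passed the adjusted p, 3528 higher and 3114 lower, and 982 and 58 of these were matched outside land plants. At an unadjusted p under 0.05 and a fold change of at least 2 in the exact test, 3591 were DEGs, 2177 higher and 1414 lower. The higher and lower P450 counts were 12 and 8 with library size alone, 25 and 7 without untreated replicate 1 and 32 and 7 without toluene replicate 1. Those of the glutathione S-transferases were 16 and 2 with library size alone, 17 and 2 without untreated replicate 1 and 17 and 9 without toluene replicate 1. Those of the UDP-glycosyltransferases were 3 and 3 with library size alone, 10 and 6 without untreated replicate 1, 12 and 8 without untreated replicate 2 and 8 and 13 without toluene replicate 1. Those of the ABC transporters were 3 and 4 with library size alone, 10 and 8 without untreated replicate 1 and 6 and 11 without untreated replicate 2. The P450 list passed camera among land plant unigenes only (adjusted p = 0.0122) and with a minimum of 1 CPM (adjusted p = 0.00873). With an estimated correlation the P450 list did not pass, over all unigenes (adjusted p = 0.853) or among land plant unigenes only (adjusted p = 0.738). The glutathione S-transferase call was lost with fry (adjusted p = 0.0504).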

To identify different pathways of activation in *A. pusilla* plants after toluene treatment, we analyzed the KEGG pathway of all DEGs, in which 1610 genes were upregulated and 1491 genes were downregulated (Table 2). In this study, DEGs were mapped to 95 pathways (data not shown), and the top 20 major pathways are listed in Figure 3. In addition, the metabolic pathway, biosynthesis of secondary metabolites, ribosome, and carbon metabolic pathways had the highest number of DEGs between toluene-treated and untreated *A. pusilla* plants (Figure 3). 

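Genes of defense and oxidative stress changed in both directions. Of 26 class III peroxidases, which act on the cell wall, 14 rose, 3 fell and 9 did not pass (15 and 3 adjusted over the list alone). Taken as a list these had a median log2 fold change of 0.79, camera adjusted p = 0.0211, adjusted p = 0.794 with an estimated correlation. Peroxidase 72 c108601_g1_i1 rose from 4.33 ± 0.373 to 13.7 ± 1.95 CPM (SD, n = 2 per group, log2 fold change 1.66, SE 0.16, adjusted p = 5.57e-05, edgeR). Peroxidase 42 c113663_g1_i1 rose from 389.5 ± 16.2 to 805 ± 21.6 CPM (log2 fold change 1.05, SE 0.12, adjusted p = 0.000155, edgeR), and peroxidase 64 c115676_g1_i2 fell (log2 fold change −1.17, SE 0.16, adjusted p = 0.000543, edgeR). Of 81 unigenes of pathogenesis-related proteins, 26 rose, 11 fell and 44 did not pass the test (26 and 12 adjusted over the list alone). The list had a median log2 fold change of 0.12, camera adjusted p = 0.204. In this list 75 had a land plant match, with 20 higher and 11 lower, and a PR-1 type gene c105762_g1_i1 rose from 0.0989 ± 0.00133 to 11.8 ± 0.260 CPM (log2 fold change 6.86, SE 0.25, adjusted p = 4.47e-07, edgeR). Of 44 antioxidant enzymes, 14 rose, 6 fell and 24 did not pass the test (15 and 6 adjusted over the list alone). As a list these had a median log2 fold change of 0.13, camera adjusted p = 0.278 and a median of −0.02 with library size alone. The iron superoxide dismutase 2 gene c109382_g1_i1 of the chloroplast fell from 349 ± 0.669 to 83.0 ± 2.45 CPM (log2 fold change −2.07, SE 0.11, adjusted p = 2.47e-06, edgeR). The copper chaperone of superoxide dismutase c114024_g3_i1 fell (log2 fold change −2.93, SE 0.22, adjusted p = 1.42e-05, edgeR), and a fungal copper-zinc superoxide dismutase c101930_g1_i1 matched to Hortaea was at least 82.1-fold higher (45.2 without untreated replicate 1 and 36.9 without untreated replicate 2). Of 91 heat shock proteins, 29 rose, 13 fell and 49 did not pass the test (29 and 14 adjusted over the list alone). Together these had a median log2 fold change of 0.24, camera adjusted p = 0.0765. HSC70-2 c103370_g1_i1, a chaperone, fell from 79.4 ± 2.05 to 11.8 ± 2.71 CPM (log2 fold change −2.74, SE 0.16, adjusted p = 2.99e-06, edgeR). A small heat shock protein of the chloroplast c102188_g1_i1 rose from 45.3 ± 0.0904 to 284 ± 82.2 CPM (log2 fold change 2.65, SE 0.18, adjusted p = 8.12e-06, edgeR). HSC70-4 of Bemisia tabaci c90720_g1_i1 rose (log2 fold change 4.27, SE 0.26, adjusted p = 4e-06, edgeR).

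Lists of 32 gene groups were each tested against all other unigenes with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists, and 12 passed. With a correlation estimated from the data, 0 passed by camera. Fry, which tests each list against no change rather than against the other unigenes, called 12. Higher and lower peroxidase genes numbered 7 and 2 with library size alone, 6 and 2 without untreated replicate 1, 7 and 2 without untreated replicate 2, 8 and 2 without toluene replicate 1 and 7 and 3 without toluene replicate 2. Pathogenesis-related protein genes numbered 15 and 7 with library size alone, 16 and 8 without untreated replicate 1 and 17 and 9 without toluene replicate 1. Antioxidant genes numbered 6 and 3 with library size alone, 10 and 3 without untreated replicate 1 and 7 and 5 without toluene replicate 1. Heat shock genes numbered 20 and 5 with library size alone, 33 and 8 with upper-quartile normalization and 26 and 7 without untreated replicate 1. The peroxidase call was lost with library size alone (adjusted p = 0.111) and without toluene replicate 2 (adjusted p = 0.0934). The pathogenesis-related list passed with library size alone (adjusted p = 0.00162), with no filter on low counts (adjusted p = 0.00435) and with fry (adjusted p = 0.041), the heat shock list without untreated replicate 1 (adjusted p = 0.0258), with library size alone (adjusted p = 0.0176), with no filter on low counts (adjusted p = 0.00435), with a replicate block (adjusted p = 0.0498) and with fry (adjusted p = 0.0122), and the antioxidant list with no filter on low counts (adjusted p = 0.0278).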

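Cytosolic ribosomal protein genes, which build the ribosome outside organelles, differed by organism. Of 195 unigenes with a land plant match, 35 rose, 2 fell and 158 did not pass the test, with a median log2 fold change of 0.25. Of 171 with an arthropod match 165 rose, and the median log2 fold change was 5.71, or 5.24 with unigenes at 0 in untreated leaves at their bound. Of 73 fungal unigenes 60 rose and 1 fell, with a median of 5.69, or 3.87 at the bound. Ribosomal protein L6 of Bemisia tabaci c96666_g1_i1 rose from 0.111 ± 0.0160 to 7.72 ± 0.208 CPM (SD, n = 2 per group, log2 fold change 6.09, SE 0.27, adjusted p = 9.47e-07, edgeR). L3 c105832_g1_i1 rose from 0.121 ± 0.00187 to 7.28 ± 0.191 CPM (log2 fold change 5.88, SE 0.26, adjusted p = 9.82e-07, edgeR). L13a c97925_g1_i1 rose from 0.0867 ± 0.0186 to 6.30 ± 0.369 CPM (log2 fold change 6.12, SE 0.30, adjusted p = 1.55e-06, edgeR). Over 20-fold rises were found in 145 arthropod and 25 fungal unigenes, unigenes at 0 being set at their bound.

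Over all organisms 448 unigenes were tested, of which 264 rose, 3 fell and 181 did not pass (277 and 4 adjusted over the list alone). The group had a median log2 fold change of 3.15 (2.97 with unigenes at 0 at their bound), camera adjusted p = 7.82e-27, adjusted p = 0.792 with an estimated correlation. The paper discusses these genes, so the list is not independent evidence of their direction. Fallen arthropod unigenes numbered 0 in edgeR's test, 0 at an unadjusted p under 0.05, 0 by the exact test and 0 by DESeq2 on the same unigenes. Among land plant unigenes only, the list passed with an adjusted p of 0.000115 and a median log2 fold change of 0.26, and did not pass there with an estimated correlation (adjusted p = 0.793). The land plant counts of higher and lower genes were 3 and 1 with library size alone, 3 and 2 without untreated replicate 1, 10 and 2 without untreated replicate 2, 11 and 6 without toluene replicate 1 and 119 and 2 without toluene replicate 2, and fungal genes were higher in 16 cases without toluene replicate 1 and 36 without toluene replicate 2.

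**Figure D2:**
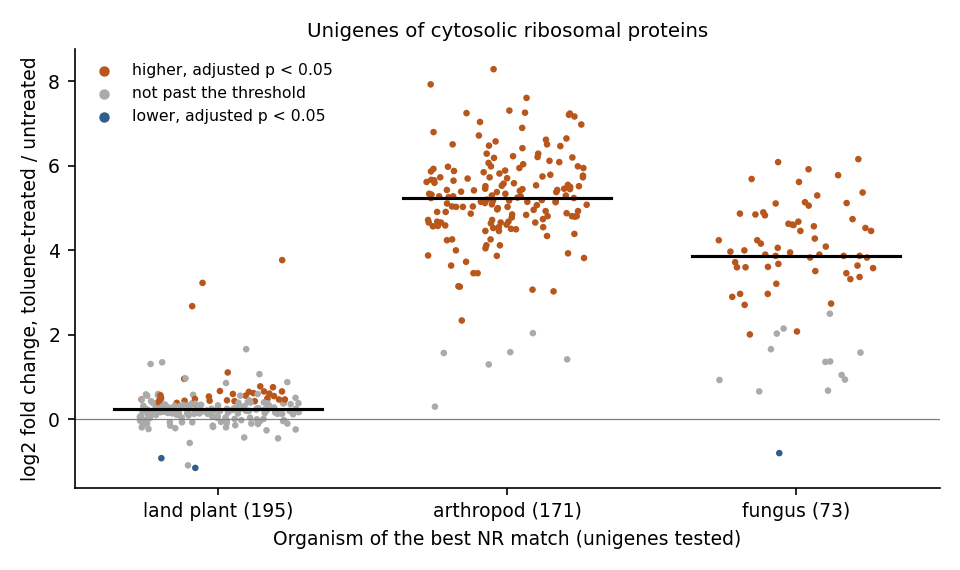
Log2 fold change of toluene-treated over untreated leaves (vertical axis) of each cytosolic ribosomal protein unigene tested, by organism of the best match (horizontal axis). The NR match was used, or UniProt and then NT where NR named no organism. Points are colored by edgeR call, with the median as a line and unigenes at 0 at their bound. Land plant unigenes have a median of 0.25, arthropod unigenes 5.24 and fungal unigenes 3.87.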

Interestingly, all 48 genes of the ribosome pathway were upregulated (Figure S2). 

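Endocytosis genes, whose products take membrane and cargo into the cell, went both ways. A clathrin assembly protein gene c116813_g2_i1, which helps to form coated vesicles, fell from 47.9 ± 2.68 to 12.4 ± 0.00816 CPM (SD, n = 2 per group, log2 fold change −1.94, SE 0.12, adjusted p = 3.63e-06, edgeR). A dynamin-related protein gene c117777_g1_i2, of the family that severs vesicles, fell from 36.3 ± 0.463 to 22.5 ± 1.48 CPM (log2 fold change −0.69, SE 0.11, adjusted p = 0.00149, edgeR). The small GTPase gene ARL8a c109984_g5_i2 rose from 31.9 ± 2.06 to 54.1 ± 3.41 CPM (log2 fold change 0.76, SE 0.11, adjusted p = 0.000928, edgeR). VPS29 c104044_g1_i1, a subunit of the retromer, rose from 159.9 ± 7.81 to 246 ± 32.5 CPM (log2 fold change 0.62, SE 0.13, adjusted p = 0.00492, edgeR). Of 139 unigenes tested, 9 rose, 9 fell and 121 did not pass (2 and 4 adjusted over the list alone). The members had a median log2 fold change of 0.06, camera adjusted p = 0.799 and a median of −0.05 with library size alone. The paper discusses this group, so the list is not independent evidence of its direction. Counts of higher and lower genes were 0 and 2 with library size alone, 2 and 4 without untreated replicate 1, 1 and 16 without untreated replicate 2 and 23 and 14 without toluene replicate 2. The call of the dynamin-related gene was lost with library size alone (adjusted p = 0.221), with a lowest adjusted p of 1.08e-06 over alternatives. That of ARL8a was lost with library size alone (adjusted p = 0.407), with a lowest adjusted p of 6.47e-08 over alternatives. That of VPS29 was lost with library size alone (adjusted p = 0.535), without untreated replicate 1 (adjusted p = 0.136) and without untreated replicate 2 (adjusted p = 0.06), with a lowest adjusted p of 7.14e-06 over alternatives.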

A total of 11 genes involved in endocytosis were downregulated (Figure S3). In particular, we focused on the AT4G09320 gene (*NDPK1*) of the MAPK signaling pathway. 

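Nucleoside diphosphate kinases pass a phosphate group between nucleotides. The NDPK1 unigene of the plant with the highest level, c101715_g1_i1, had 254 ± 0.900 in untreated and 281 ± 67.8 CPM in toluene-treated leaves (SD, n = 2 per group, log2 fold change 0.15, SE 0.16, adjusted p = 0.517, edgeR). Of 6 land plant unigenes of this family that were tested, 1 rose and 5 did not pass. The riser, c111871_g1_i1, went from 1.89 ± 0.288 to 3.51 ± 0.920 CPM (log2 fold change 0.87, SE 0.25, adjusted p = 0.0245, edgeR). Higher and lower unigenes of the plant numbered 0 and 0 with library size alone, 0 and 0 without untreated replicate 1, 0 and 1 without toluene replicate 1 and 3 and 0 without toluene replicate 2. A unigene best matched to Bemisia tabaci, c103294_g1_i1, rose from 0.183 ± 0.0514 to 5.08 ± 1.06 CPM (log2 fold change 4.74, SE 0.32, adjusted p = 6.49e-06, edgeR), with 6 and 11 counts in the untreated and 209 and 214 in the toluene-treated libraries. A second arthropod unigene was at 0 in both untreated libraries. In sum, with untested unigenes included, 8 land plant unigenes held 13011 and 16109 counts in the untreated and 14347 and 14382 in the toluene-treated libraries, and 5 arthropod unigenes 7 and 15 against 239 and 291.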

The expression of *NDPK1* in the toluene-treated group was 23.2-fold higher than that in the untreated group (Additional file 1: Table S4). A previous study also reported that *NDPK2* transgenic *A. pusilla* plants show significantly increased toluene uptake compared to non-transgenic plants [14].

### 2.6. Transcriptional Factors (TFs)

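Homeobox genes of the HD-ZIP family, regulators of development and water stress responses, went both ways. An HB-12 unigene c115721_g4_i1 fell from 34.4 ± 0.584 to 15.5 ± 1.57 CPM (SD, n = 2 per group, log2 fold change −1.15, SE 0.12, adjusted p = 9.98e-05, edgeR). Another HB-12 unigene c106973_g2_i1 rose from 4.29 ± 0.726 to 15.4 ± 4.46 CPM (log2 fold change 1.85, SE 0.21, adjusted p = 0.000178, edgeR). A scarcer HB6 unigene c107800_g1_i3 rose from 0.873 ± 0.0477 to 2.08 ± 0.379 CPM (log2 fold change 1.26, SE 0.29, adjusted p = 0.00866, edgeR), a call lost with DESeq2 (adjusted p = 0.11), with library size alone (adjusted p = 0.127) and without toluene replicate 2 (adjusted p = 0.054), with a lowest adjusted p of 0.000901 over alternatives. The most abundant, HB6 c113713_g1_i1, stood at 289.5 ± 9.38 in untreated and 283 ± 14.1 CPM in toluene-treated leaves (log2 fold change −0.03, SE 0.11, adjusted p = 0.857, edgeR). Among MADS-box genes AGL21 c111519_g1_i1 rose from 0.239 ± 0.112 to 1.93 ± 0.947 CPM (log2 fold change 3.01, SE 0.49, adjusted p = 0.0015, edgeR). AGL16 c112489_g1_i3 rose from 0.743 ± 0.231 to 2.34 ± 0.127 CPM (log2 fold change 1.66, SE 0.31, adjusted p = 0.00281, edgeR). Among zinc finger and chromatin genes PDP1 c113412_g1_i1 fell from 6.46 ± 0.363 to 2.90 ± 0.345 CPM (log2 fold change −1.15, SE 0.18, adjusted p = 0.000983, edgeR). CMT2 c117009_g2_i1, a DNA methyltransferase, rose from 0.446 ± 0.0760 to 1.31 ± 0.0788 CPM (log2 fold change 1.54, SE 0.36, adjusted p = 0.00952, edgeR). Its call was lost with DESeq2 (adjusted p = 0.13), with library size alone (adjusted p = 0.0898), without untreated replicate 1 (adjusted p = 0.0655) and without toluene replicate 1 (adjusted p = 0.0601), with a lowest adjusted p of 0.000895 over alternatives.

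Of 49 HD-ZIP unigenes tested 8 rose and 8 fell, of 37 MADS unigenes 8 rose and 2 fell, and of 293 zinc finger unigenes 29 rose and 49 fell. Each of these unigenes was found by name patterns that were written after the deposited values had been seen, and a land plant match was found for each HD-ZIP and MADS unigene and for 289 of the zinc finger ones. The zinc finger counts were 6 and 19 with library size alone, 10 and 34 without untreated replicate 1, 14 and 38 without untreated replicate 2 and 18 and 44 without toluene replicate 1. Those of the HD-ZIP family were 1 and 2 with library size alone, 2 and 5 without untreated replicate 1 and 3 and 7 without untreated replicate 2. Those of the MADS family were 4 and 0 with library size alone, 6 and 1 without untreated replicate 1, 6 and 0 without untreated replicate 2, 4 and 3 without toluene replicate 1 and 6 and 0 without toluene replicate 2. The log2 fold change of AGL21 c111519_g1_i1 was 2.38 without toluene replicate 1. Library size without the 2 ribosomal RNA unigenes turned the zinc finger balance to 41 higher and 33 lower.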

Among the DEGs, 53 genes encoding TFs belonging to 14 TF families were identified (Figure 4a), which included AP2/B3 (three downregulated), EREBP (two upregulated and eight downregulated), HD-Zip (two upregulated and two downregulated), MADS box (three upregulated), MYB (14 upregulated and 3 downregulated), WRKY (three downregulated), and zinc finger (two upregulated and one downregulated) (Figure 4b).

### 2.7. Toluene Metabolic Pathway

Based on the KEGG analysis of DEGs, we constructed a metabolic pathway for toluene in *A. pusilla* plants (Figure 5a). 

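Malate dehydrogenase interconverts malate and oxaloacetate. The plant unigene of chloroplast MDH, c112724_g2_i1, had 37.0 ± 2.08 in untreated and 34.7 ± 1.95 CPM in toluene-treated leaves (SD, n = 2 per group, log2 fold change −0.09, SE 0.11, adjusted p = 0.581, edgeR). Peroxisomal malate dehydrogenase c114079_g1_i1 fell from 137 ± 4.93 to 80.4 ± 0.756 CPM (log2 fold change −0.77, SE 0.11, adjusted p = 0.000562, edgeR). A further peroxisomal unigene c114079_g2_i1 rose from 66.9 ± 4.66 to 87.5 ± 1.12 CPM (log2 fold change 0.39, SE 0.11, adjusted p = 0.025, edgeR). A unigene best matched to Bemisia tabaci, c108866_g1_i1, rose from 0.111 ± 0.0160 to 2.88 ± 0.249 CPM (log2 fold change 4.68, SE 0.36, adjusted p = 1.55e-05, edgeR). Of 9 land plant unigenes of malate dehydrogenase tested 1 rose and 2 fell. All 13, untested ones included, held 37953 and 45165 counts in the untreated and 30961 and 38756 in the toluene-treated libraries. Citrate synthase CSY4 c118320_g2_i1 of the mitochondrion rose (log2 fold change 0.40, SE 0.12, adjusted p = 0.0258, edgeR). Of 16 unigenes of the tricarboxylic acid cycle, 2 rose, 1 fell and 13 did not pass the test (2 and 1 adjusted over the list alone). Taken as a list these had a median log2 fold change of 0.19, camera adjusted p = 0.799. The paper discusses this cycle, so the list is not independent evidence. The higher and lower counts were 0 and 0 with library size alone, 0 and 1 without untreated replicate 1, 0 and 1 without untreated replicate 2 and 5 and 2 without toluene replicate 2. Those of the malate dehydrogenases were 0 and 0 with library size alone, 0 and 1 without untreated replicate 1, 0 and 1 without untreated replicate 2 and 2 and 2 without toluene replicate 2. The call of c114079_g1_i1 was lost with library size alone (adjusted p = 0.0887), with a lowest adjusted p of 1.91e-11 over alternatives. That of c114079_g2_i1 was lost with library size alone (adjusted p = 0.824), without untreated replicate 1 (adjusted p = 0.43) and without untreated replicate 2 (adjusted p = 0.189), with a lowest adjusted p of 0.0119 over alternatives. That of CSY4 was lost with DESeq2 (adjusted p = 0.0674), with library size alone (adjusted p = 0.841), without untreated replicate 1 (adjusted p = 0.243) and without untreated replicate 2 (adjusted p = 0.274), with a lowest adjusted p of 0.0093 over alternatives.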

Our results revealed that the expression of the malate dehydrogenase gene (*MDH*) of the tricarboxylic acid cycle (TCA cycle) was upregulated, indicating that the production of oxaloacetate and phosphoenolpyruvate had increased. Phosphoenolpyruvate is catalyzed by enolase (encoded by *LOS2*) to form 2-phosphoglycerate, which enters glycerophospholipid metabolism and starch and sucrose metabolism through glycolysis and glycolysis, respectively. In addition, phosphoenolpyruvate is catalyzed by pyruvate kinase (encoded by *GGPS1*) to form pyruvate, which enters carotenoid, phenylpropanoid, and flavonoid biosynthesis through terpenoid backbone biosynthesis (Figure 5a,b). Moreover, the expression of three genes, *GDH2*, *GLN1.3*, and *GSR_1*, involved in alanine, aspartate, and glutamate metabolism, respectively, was upregulated (Figure 5b).

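Genes of starch synthesis and breakdown changed in both directions. GBSS1 c112623_g1_i2, the granule-bound starch synthase that makes amylose, rose from 194 ± 3.14 to 741 ± 70.04 CPM (SD, n = 2 per group, log2 fold change 1.93, SE 0.12, adjusted p = 5.33e-06, edgeR). Sucrose synthase SUS4 c114177_g2_i2 rose from 142 ± 9.06 to 438 ± 35.3 CPM (log2 fold change 1.62, SE 0.12, adjusted p = 1.28e-05, edgeR). The beta-amylase BAM1 c115476_g7_i1, which releases maltose from starch, fell from 541 ± 8.45 to 106 ± 0.940 CPM (log2 fold change −2.35, SE 0.12, adjusted p = 1.6e-06, edgeR). BAM3 c116529_g1_i1, of the same family, fell from 222 ± 4.36 to 63.7 ± 5.08 CPM (log2 fold change −1.80, SE 0.12, adjusted p = 5.32e-06, edgeR). The alpha-amylase gene AMY2 c114769_g1_i2 rose (log2 fold change 1.52, SE 0.12, adjusted p = 1.82e-05, edgeR). Of 27 starch and sucrose unigenes, 11 rose, 6 fell and 10 did not pass the test (13 and 6 adjusted over the list alone). The list had a median log2 fold change of 0.31, camera adjusted p = 0.33. Risen and fallen members numbered 5 and 3 with library size alone, 6 and 4 without untreated replicate 1 and 6 and 4 without untreated replicate 2.

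The enolase gene LOS2 rose in unigene c105140_g2_i1 from 24.8 ± 0.326 to 56.6 ± 11.4 CPM (SD, n = 2 per group, log2 fold change 1.19, SE 0.14, adjusted p = 0.000261, edgeR). The more abundant LOS2 c116242_g3_i2 rose from 182 ± 10.2 to 268 ± 40.5 CPM (log2 fold change 0.55, SE 0.13, adjusted p = 0.0111, edgeR). Alcohol dehydrogenase ADH1 c111200_g1_i1 rose from 83.9 ± 0.852 to 176 ± 29.2 CPM (log2 fold change 1.07, SE 0.13, adjusted p = 0.000279, edgeR). Fructose-bisphosphate aldolase FBA5 c111404_g9_i1 fell from 126 ± 2.87 to 37.7 ± 6.51 CPM (log2 fold change −1.74, SE 0.14, adjusted p = 1.64e-05, edgeR). Of 34 glycolysis unigenes, 9 rose, 3 fell and 22 did not pass the test (10 and 3 adjusted over the list alone). As a list these had a median log2 fold change of 0.00, camera adjusted p = 0.787. In glycerophospholipid metabolism the acyltransferase LPAT5 c106884_g1_i2 rose from 0.950 ± 0.0432 to 2.01 ± 0.551 CPM (log2 fold change 1.07, SE 0.30, adjusted p = 0.0245, edgeR), and LPEAT1 c114033_g3_i1 had 16.7 ± 0.560 in untreated and 14.0 ± 1.38 CPM in toluene-treated leaves (log2 fold change −0.24, SE 0.12, adjusted p = 0.166, edgeR). A scarcer LPEAT1 unigene c106551_g3_i1 rose from 0.701 ± 0.195 to 1.84 ± 0.431 CPM (log2 fold change 1.37, SE 0.34, adjusted p = 0.0129, edgeR), a call lost with DESeq2 (adjusted p = 0.11), with library size alone (adjusted p = 0.131), without untreated replicate 1 (adjusted p = 0.0814) and without toluene replicate 1 (adjusted p = 0.109), with a lowest adjusted p of 0.000922 over alternatives. The call of c105140_g2_i1 was lost with library size alone (adjusted p = 0.0712), with a lowest adjusted p of 1.07e-18 over alternatives. That of c116242_g3_i2 was lost with library size alone (adjusted p = 0.632), without untreated replicate 1 (adjusted p = 0.111) and without untreated replicate 2 (adjusted p = 0.19), with a lowest adjusted p of 0.000153 over alternatives. That of ADH1 was lost with library size alone (adjusted p = 0.0814), with a lowest adjusted p of 9.79e-15 over alternatives. That of LPAT5 was lost with DESeq2 (adjusted p = 0.205), with library size alone (adjusted p = 0.321), without untreated replicate 1 (adjusted p = 0.0743), without untreated replicate 2 (adjusted p = 0.0996) and without toluene replicate 1 (adjusted p = 0.148), with a lowest adjusted p of 0.00598 over alternatives. Glycolysis counts were 1 and 2 with library size alone and 5 and 3 without untreated replicate 1, and the paper discusses both lists, so neither is independent evidence. From the upregulation of MDH the paper reasons that the production of oxaloacetate and phosphoenolpyruvate had increased, and it describes enolase as linking phosphoenolpyruvate to glycerophospholipid and to starch and sucrose metabolism.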

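Several lignin pathway genes rose. Phenylalanine ammonia-lyase PAL1, the entry enzyme of phenylpropanoid synthesis, rose in its most abundant unigene, PAL1 c119121_g4_i2, from 18.1 ± 0.585 to 24.3 ± 0.467 CPM (SD, n = 2 per group, log2 fold change 0.42, SE 0.11, adjusted p = 0.0179, edgeR), a call lost with DESeq2 (adjusted p = 0.0758), with library size alone (adjusted p = 0.808), without untreated replicate 1 (adjusted p = 0.204) and without untreated replicate 2 (adjusted p = 0.258), with a lowest adjusted p of 0.0087 over alternatives. A scarcer PAL1 unigene c107727_g2_i1 rose from 3.47 ± 0.111 to 7.77 ± 0.179 CPM (log2 fold change 1.16, SE 0.16, adjusted p = 0.000473, edgeR). Caffeoyl-CoA O-methyltransferase CCoAOMT1 c109820_g1_i1 rose from 18.9 ± 0.641 to 37.8 ± 5.43 CPM (log2 fold change 0.99, SE 0.13, adjusted p = 0.00039, edgeR). Peroxidase PRX9 c109733_g1_i1 rose from 1.66 ± 0.223 to 4.34 ± 0.851 CPM (log2 fold change 1.40, SE 0.23, adjusted p = 0.00136, edgeR). Peroxidase PRX52 fell in its most abundant unigene c115314_g1_i1 from 8.94 ± 0.162 to 3.58 ± 0.888 CPM (log2 fold change −1.33, SE 0.19, adjusted p = 0.000649, edgeR). Scarcer PRX52 unigenes rose, c105227_g1_i1 (log2 fold change 1.73, SE 0.53, adjusted p = 0.0344, edgeR) and c112558_g1_i2 (log2 fold change 1.16, SE 0.30, adjusted p = 0.0168, edgeR). The call of c105227_g1_i1 was lost with DESeq2 (adjusted p = 0.346), with library size alone (adjusted p = 0.14), with no filter on low counts (adjusted p = 0.111), without untreated replicate 1 (adjusted p = 0.22), without untreated replicate 2 (adjusted p = 0.0812), without toluene replicate 1 (adjusted p = 0.194) and without toluene replicate 2 (adjusted p = 0.208), with a lowest adjusted p of 0.00821 over alternatives. That of c112558_g1_i2 was lost with DESeq2 (adjusted p = 0.209), with library size alone (adjusted p = 0.251), without untreated replicate 1 (adjusted p = 0.0778), without untreated replicate 2 (adjusted p = 0.0873) and without toluene replicate 1 (adjusted p = 0.0762), with a lowest adjusted p of 0.00447 over alternatives. Of 23 phenylpropanoid unigenes, 11 rose, 0 fell and 12 did not pass (12 and 1 adjusted over the list alone, with fallen unigenes numbering 3 at an unadjusted p under 0.05, 1 by the exact test and 1 by DESeq2 on the same unigenes). Together these had a median log2 fold change of 0.38, camera adjusted p = 0.0423, adjusted p = 0.794 with an estimated correlation. GGPS1 c113636_g1_i1, which makes the precursor of carotenoids, rose from 4.29 ± 0.457 to 10.0 ± 0.514 CPM (log2 fold change 1.22, SE 0.15, adjusted p = 0.000309, edgeR).

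Flavonoid and carotenoid genes went both ways. Chalcone synthase, the entry enzyme of flavonoid synthesis, fell in c115341_g5_i1 from 124 ± 4.67 to 17.4 ± 0.184 CPM (SD, n = 2 per group, log2 fold change −2.83, SE 0.11, adjusted p = 6.41e-07, edgeR). A further chalcone synthase unigene c116944_g1_i1 fell from 162 ± 3.15 to 28.4 ± 0.311 CPM (log2 fold change −2.52, SE 0.11, adjusted p = 9.73e-07, edgeR). The most abundant dihydroflavonol 4-reductase, DFR c109698_g1_i1, did not pass (log2 fold change −0.01, SE 0.11, adjusted p = 0.943, edgeR), and a scarcer one, c115475_g1_i1, rose from 3.66 ± 0.650 to 11.7 ± 1.86 CPM (log2 fold change 1.68, SE 0.18, adjusted p = 0.000128, edgeR). Of 14 flavonoid unigenes, 4 rose, 4 fell and 6 did not pass the test (5 and 4 adjusted over the list alone). The group had a median log2 fold change of 0.09, camera adjusted p = 0.858, the test pointing down while the median was above 0 and −0.07 with library size alone. Phytoene synthase PSY c114495_g1_i1, the entry enzyme of carotenoid synthesis, fell from 10.8 ± 0.0187 to 4.79 ± 0.981 CPM (log2 fold change −1.17, SE 0.17, adjusted p = 0.000671, edgeR). A scarcer PSY unigene c95654_g1_i1 rose from 0.0222 ± 0.00320 to 0.323 ± 0.0560 CPM (log2 fold change 3.70, SE 0.84, adjusted p = 0.00873, edgeR), a call lost with DESeq2 (adjusted p = 0.141), without untreated replicate 1 (adjusted p = 0.0725), without untreated replicate 2 (adjusted p = 0.0848), without toluene replicate 1 (adjusted p = 0.259) and without toluene replicate 2 (adjusted p = 0.148), with a lowest adjusted p of 0.000342 over alternatives. Beta-carotene hydroxylase 2 c110304_g2_i2 fell from 80.0 ± 2.16 to 32.8 ± 0.393 CPM (log2 fold change −1.29, SE 0.11, adjusted p = 2.56e-05, edgeR). The most abundant ABA2 unigene, ABA2 c112786_g1_i1, did not pass (log2 fold change 0.28, SE 0.12, adjusted p = 0.0999, edgeR). A scarcer unigene with the ABA2 locus, c114170_g1_i1, described as a secoisolariciresinol dehydrogenase, rose from 0.0690 ± 0.0411 to 1.75 ± 0.128 CPM (log2 fold change 4.66, SE 0.49, adjusted p = 0.000104, edgeR). Its log2 fold change was 5.35 without untreated replicate 1. Of 21 carotenoid unigenes, 4 rose, 5 fell and 12 did not pass the test (4 and 6 adjusted over the list alone). The members had a median log2 fold change of −0.07, camera adjusted p = 0.741 and a median of 0.04 with library size without the 2 ribosomal RNA unigenes.

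The paper discusses these 3 pathways, so their lists are not independent evidence of direction. The phenylpropanoid call was lost with fry (adjusted p = 0.0722), with library size alone (adjusted p = 0.518), without untreated replicate 1 (adjusted p = 0.118), without untreated replicate 2 (adjusted p = 0.101) and without toluene replicate 1 (adjusted p = 0.0505). Higher and lower genes numbered 0 and 0 with library size alone, 5 and 0 without untreated replicate 1, 5 and 0 without untreated replicate 2, 7 and 0 without toluene replicate 1 and 13 and 1 without toluene replicate 2. Flavonoid counts were 1 and 4 with library size alone. Carotenoid counts were 2 and 3 with library size alone, 2 and 4 without untreated replicate 1 and 2 and 4 without untreated replicate 2. The call of c107727_g2_i1 was lost with library size alone (adjusted p = 0.109), with a lowest adjusted p of 2.43e-08 over alternatives. That of CCoAOMT1 c109820_g1_i1 was lost with library size alone (adjusted p = 0.195), with a lowest adjusted p of 3.41e-13 over alternatives. That of GGPS1 c113636_g1_i1 was lost with library size alone (adjusted p = 0.0823), with a lowest adjusted p of 1.09e-11 over alternatives.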

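Genes of nitrate use changed in opposite directions. Nitrate reductase NIA1 c118731_g1_i1, which reduces nitrate to nitrite, fell from 14.0 ± 0.265 to 6.04 ± 1.28 CPM (SD, n = 2 per group, log2 fold change −1.20, SE 0.16, adjusted p = 0.000459, edgeR). The transporter NRT1/PTR FAMILY 7.3 rose in c114140_g1_i1 from 1.07 ± 0.185 to 7.77 ± 1.16 CPM (log2 fold change 2.87, SE 0.21, adjusted p = 1.26e-05, edgeR). Glutamate dehydrogenase GDH2 c115989_g4_i1 rose from 1.32 ± 0.206 to 2.67 ± 0.251 CPM (log2 fold change 1.01, SE 0.25, adjusted p = 0.0122, edgeR). Glutamine synthetase GLN1.3 c104332_g1_i1 rose from 0.493 ± 0.178 to 1.38 ± 0.226 CPM (log2 fold change 1.45, SE 0.38, adjusted p = 0.0178, edgeR). The cytosolic glutamine synthetase GSR_1 had its most abundant unigene, c115684_g1_i1, at 589 ± 18.2 in untreated and 519.8 ± 31.5 CPM in toluene-treated leaves (log2 fold change −0.18, SE 0.12, adjusted p = 0.28, edgeR), and a scarcer one, c104332_g2_i2, that rose from 2.17 ± 0.155 to 4.79 ± 1.04 CPM (log2 fold change 1.13, SE 0.21, adjusted p = 0.00332, edgeR). Of 11 nitrogen assimilation unigenes, 6 rose, 2 fell and 3 did not pass the test (6 and 2 adjusted over the list alone). Taken as a list these had a median log2 fold change of 1.01, camera adjusted p = 0.374. Higher and lower counts were 3 and 2 with library size alone and 3 and 3 without toluene replicate 1. The call of GDH2 was lost with DESeq2 (adjusted p = 0.148), with library size alone (adjusted p = 0.3), without untreated replicate 2 (adjusted p = 0.105) and without toluene replicate 1 (adjusted p = 0.0893), with a lowest adjusted p of 0.00184 over alternatives. That of GLN1.3 was lost with DESeq2 (adjusted p = 0.158), with library size alone (adjusted p = 0.127), without untreated replicate 1 (adjusted p = 0.12), without toluene replicate 1 (adjusted p = 0.123) and without toluene replicate 2 (adjusted p = 0.0513), with a lowest adjusted p of 0.00259 over alternatives. That of c104332_g2_i2 was lost with library size alone (adjusted p = 0.173), with a lowest adjusted p of 1.84e-05 over alternatives.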

### 2.8. Validation of RNA-Seq Results by qRT-PCR

To verify the reliability of the RNAseq results, ten genes related to the metabolic pathway were randomly selected for qRT-PCR analysis, including eight upregulated genes and two downregulated genes (Table S1). The relative expression changes in qRT-PCR results were largely consistent with the RNA-seq data. When we compared the toluene-treated group to the untreated group, the expression of *OMT1*, *APG1*, *HAI*, *GAPCP1*, *YUC4*, *MDH*, *EFE*, and *TIM* genes was upregulated by 5.2-, 7.4-, 7.2-, 16.9-, 3.8-, 4.9-, 15.6-, and 5.8-fold, respectively. These results are approximately consistent with the RNA-seq analysis results showing 8.1-, 8.9-, 6.1-, 57.0-, 4.4-, 25.4-, 7.7-, and 59.4-fold upregulation (Figure 6). 

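Of the 8 genes listed as upregulated, YUC4, a flavin monooxygenase of auxin synthesis, rose in c114523_g1_i1 from 0.921 ± 0.257 to 4.02 ± 1.02 CPM (SD, n = 2 per group, log2 fold change 2.13, SE 0.28, adjusted p = 0.000446, edgeR). The methyltransferase OMT1 of lignin synthesis rose in c112404_g2_i4 from 53.5 ± 5.78 to 74.0 ± 12.2 CPM (log2 fold change 0.47, SE 0.14, adjusted p = 0.0308, edgeR). The most abundant plant unigene of GAPCP1 c114359_g5_i2, a plastid enzyme of glycolysis, fell from 115 ± 7.64 to 68.3 ± 2.71 CPM (log2 fold change −0.75, SE 0.11, adjusted p = 0.000812, edgeR). That of the proton pump HAI c117099_g1_i1 fell from 205 ± 13.0 to 149 ± 31.3 CPM (log2 fold change −0.46, SE 0.15, adjusted p = 0.0424, edgeR). Triosephosphate isomerase TIM c106820_g1_i1 did not pass (log2 fold change −0.10, SE 0.11, adjusted p = 0.542, edgeR). Nor did the methyltransferase APG1 c109571_g3_i2 (log2 fold change −0.11, SE 0.11, adjusted p = 0.466, edgeR) or the ethylene-forming enzyme EFE c110007_g1_i1 (log2 fold change 0.32, SE 0.13, adjusted p = 0.0893, edgeR). Of 5 land plant APG1 unigenes tested, 3 rose and 2 did not pass. Among the risen ones was c105593_g1_i1, with 414 and 583 counts in the toluene-treated libraries and none in the untreated ones. Higher and lower APG1 unigenes numbered 1 and 0 with library size alone, 1 and 0 without untreated replicate 1 and 1 and 0 without toluene replicate 2. Another EFE unigene of the plant, c106297_g3_i1, rose from 1.09 ± 0.297 to 8.42 ± 1.86 CPM (log2 fold change 2.96, SE 0.25, adjusted p = 2.47e-05, edgeR).

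Unigenes of the same protein families with their best match in Bemisia tabaci were scarce and rose. GAPDH c106268_g1_i1 went from 0.111 ± 0.0160 to 6.47 ± 0.787 CPM (SD, n = 2 per group, log2 fold change 5.84, SE 0.29, adjusted p = 1.77e-06, edgeR). Triosephosphate isomerase c105525_g1_i1 went from 0.0345 ± 0.0205 to 2.15 ± 0.118 CPM (log2 fold change 5.90, SE 0.50, adjusted p = 2.58e-05, edgeR). Its log2 fold change was 6.55 without untreated replicate 1. In the GAPCP1 family 1 of 11 land plant unigenes tested rose and 4 fell. All 12 of the family, the untested one included, held 148591 and 173743 counts in the untreated and 92636 and 126132 in the toluene-treated libraries, against 5, 5, 222 and 399 counts of 3 arthropod unigenes, of which 1 was tested. In the TIM family 1 of 4 land plant unigenes fell, with 16970, 21124, 15049 and 17877 counts against 2, 1, 80 and 102 of the arthropod unigene. Higher and lower land plant unigenes of GAPCP1 numbered 0 and 1 with library size alone and 3 and 5 without toluene replicate 2. Those of TIM numbered 0 and 0 with library size alone, 0 and 0 without untreated replicate 1, 0 and 0 without untreated replicate 2 and 0 and 0 without toluene replicate 2. The call of OMT1 c112404_g2_i4 was lost with library size alone (adjusted p = 0.784), without untreated replicate 1 (adjusted p = 0.111), without untreated replicate 2 (adjusted p = 0.329) and without toluene replicate 1 (adjusted p = 0.141), with a lowest adjusted p of 0.00378 over alternatives. That of GAPCP1 c114359_g5_i2 was lost with library size alone (adjusted p = 0.111), with a lowest adjusted p of 2.21e-09 over alternatives. That of HAI c117099_g1_i1 was lost with upper-quartile normalization (adjusted p = 0.0744), with library size alone (adjusted p = 0.425), without untreated replicate 1 (adjusted p = 0.308), without untreated replicate 2 (adjusted p = 0.134) and without toluene replicate 1 (adjusted p = 0.0753), with a lowest adjusted p of 0.00616 over alternatives.

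**Figure D3:**
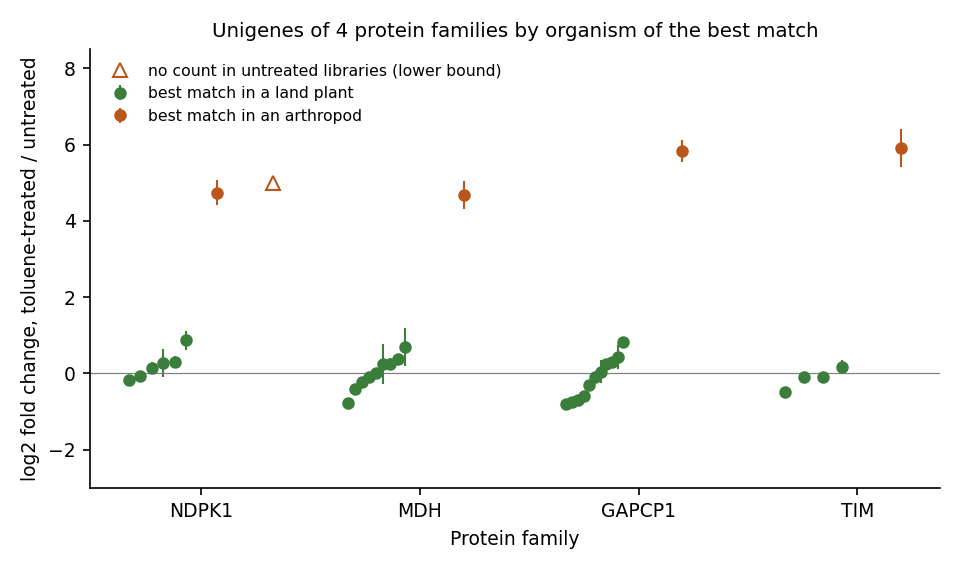
Log2 fold change of toluene-treated over untreated leaves (vertical axis) of each land plant and arthropod unigene tested in 4 protein families (horizontal axis; fungal and other unigenes are not shown), with standard errors, and a lower bound for the unigene at 0 in untreated leaves. The highest land plant point is 0.87 and arthropod points lie from 4.68 to 5.90.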

In RNA-seq analysis, two downregulated genes, NIR −4.7-fold) and AT4G17260 (−6.6-fold) were detected with similar trends to those revealed by qRT-PCR analysis with −2.9-fold and −2.2-fold downregulation, respectively (Figure 6).

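Nitrite reductase NIR c112531_g1_i2, the chloroplast enzyme that reduces nitrite to ammonium, fell from 31.9 ± 0.918 to 6.87 ± 0.663 CPM (SD, n = 2 per group, log2 fold change −2.22, SE 0.13, adjusted p = 2.97e-06, edgeR). The lactate/malate dehydrogenase family gene AT4G17260 c112399_g1_i1 fell from 25.3 ± 1.74 to 3.86 ± 0.618 CPM (log2 fold change −2.72, SE 0.15, adjusted p = 2.47e-06, edgeR). On the linear scale these were fold changes of −4.66 and −6.60, and both unigenes had a land plant match. Among the 10 genes of Figure 6, the most abundant unigene of 4 was called in the direction that the paper gives. For OMT1, APG1, HAI, YUC4, EFE and TIM that unigene was found by protein description and not by locus.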

### 2.9. Gene Expression Analysis Related to Toluene Purification in AtNDPK2-Transgenic A. pusilla Plants

Our previous study showed that the detoxification ability of *AtNDPK2*-transgenic *A. pusilla* plants is enhanced by the exogenous application of toluene [14]. In the current study, the results of DEG analysis showed that *AtNDPK1* expression was upregulated in toluene-treated *A. pusilla*. *AtNDPK1*- and *AtNDPK2*-coded proteins displayed 57% sequence identity. We speculated that the increase in NDPK expression may contribute to the absorption and metabolism of toluene in plants. The expression of genes related to the toluene metabolic pathway was detected in the *NDPK2* transgenic plants by qRT-PCR. The expression of *OMT1*, *APG1*, *HAI*, *GAPCP1*, *YUC4*, *MDH*, *EFE*, and *TIM* genes in four *AtNDPK2*-transgenic plants was considerably higher than that in non-transgenic plants. In addition, the expression of *NIR* and *AT4G17260* was higher in the non-transgenic plants than in transgenic plants. These results indicate that the introduction of *AtNDPK2* could be helpful in increasing or decreasing the expression of these genes (Figure 7). RNA-seq analysis and qRT-PCR validation results showed that these genes were associated with toluene metabolism.

## 3. Discussion

In recent years, RNA-seq has become a powerful technology for understanding various molecular mechanisms and solving several biological problems. Even if there is no reference genome available, the short reads generated by Illumina sequencing can be assembled into contigs, and the DEGs can be identified by de novo transcriptome assembly [10].

In this study, we treated *A. pusilla* plants with toluene, followed by RNA-seq analysis of the treated and untreated leaves with Illumina, to obtain a large amount of cDNA sequence data, which provides a basis for the identification of DEGs and a more detailed study of the toluene metabolic pathway in plants. Based on Illumina RNA-seq data, each sample produced more than 14 GB of clean read segments, which were assembled into 88,444 unigenes with an average length of 637 bp and a median size of 1049 bp. Through BLASTX or BLASTN protein database annotation, including that of EggNOG, UniProt, NR, GO, Pfam, NT, and KEGG functional databases, 49,623 unigenes (56.11%) were successfully compared to known proteins, and 43.89% of the unigenes showed no similarity, indicating that more genetic data are required for annotation. GO is an international standard classification system for gene function [23]. It provides dynamic, controlled terminology, and strictly defined concepts to comprehensively describe the characteristics of genes and their products in any organism. Moreover, GO classification can provide an opportunity to understand the distribution of gene function at the macro level and predict the physiological function of each unigene [24]. In the present study, according to GO analysis, the most involved gene subcategory was “cell part,” followed by cellular process, organelle, and metabolic process. DEGs were also distributed among the four gene sub-categories. There are nearly 90 reference metabolic pathways in the KEGG database, which is very helpful for researchers to study metabolic and regulatory processes [25]. Through the analysis of the KEGG enrichment pathway, 182 DEGs were identified, which helped us elucidate the toluene response metabolic pathway.

Our study aimed to explore the metabolic pathways of toluene response in *A. pusilla* plants by RNA-seq and qRT-PCR analyses. Experiments on labeled (14C) aromatic hydrocarbons have shown that after plants absorb toluene, the aromatic ring of toluene is cleaved during its metabolic transformation [26,27]. Ugrekhelidze et al. speculated that the oxidative cleavage of toluene could occur through two ways: oxidation of a methyl group to a carboxyl group, followed by ring hydroxylation to produce α-carboxymucic acid, and ring hydroxylation of toluene without preliminary oxidation of the methyl group to produce α-methylmucic acid [28]. Our results showed that the expression of *MDH* associated with the TCA cycle was significantly upregulated. This is consistent with the high radioactivity levels of malic and oxalic compounds reported previously by Ugrekhelidze et al. [28]. We also found that a large number of genes were upregulated in glycolysis/gluconeogenesis, starch and sucrose metabolism, glycerophospholipid metabolism, carotenoid biosynthesis, phenylpropanoid biosynthesis pathway, and flavonoid biosynthesis. Based on the above results, we constructed a comprehensive metabolic pathway map, clearly explaining the metabolic pathway of toluene (Figure 5a,b). Finally, we verified 10 genes in the metabolic pathway by qRT-PCR, which proved the reliability of the RNA-seq results.

Transcriptional regulation of gene expression depends on the recognition of promoter elements by TFs. In the past few years, several TFs have been identified in plants [29]. TFs involved in toluene metabolism in plants have not yet been reported. It is necessary to analyze the expression levels of TFs to understand their roles in toluene metabolism. In the present study, 53 TF-coding DEGs, associated with the most representative TF families (MYB, EREBP, AP2/B3, and WRKY), were identified. TFs play important roles in plant development and responses to the environment [30]. In the past decade, extensive studies have been carried out on R2R3-MYB-coding genes, and it has been found that the MYB family is large and has diverse functions, participating in various biological functions, including responses to biotic and abiotic stresses, development, differentiation, metabolism, and defense. Some examples include phenylpropanoid biosynthesis [31], carotenoid biosynthesis [32,33], and flavonoid biosynthesis [34,35]. *MYB20* TF regulates phenylalanine biosynthesis [36], and *MYB96* can activate *Arabidopsis* cuticle wax biosynthesis [37]. The expression of *MYB121* in *Arabidopsis* is upregulated after exposure to formaldehyde [38]. 

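MYB factors control pigment, lignin and stress genes. Among risen members, a MYB2-type unigene c107939_g1_i1 went from 2.12 ± 0.0555 to 16.6 ± 3.00 CPM (SD, n = 2 per group, log2 fold change 2.97, SE 0.17, adjusted p = 3.38e-06, edgeR). TT2 c108332_g4_i1, a regulator of flavonoid genes, went from 1.09 ± 0.125 to 7.91 ± 1.96 CPM (log2 fold change 2.86, SE 0.23, adjusted p = 2.2e-05, edgeR). A MYB4 unigene c114684_g4_i1 went from 18.8 ± 0.835 to 31.1 ± 1.62 CPM (log2 fold change 0.73, SE 0.11, adjusted p = 0.00112, edgeR). MYB73 fell in c115299_g2_i1 from 162 ± 5.70 to 74.2 ± 1.23 CPM (log2 fold change −1.12, SE 0.11, adjusted p = 6.05e-05, edgeR). A scarcer MYB73 unigene c102640_g1_i1 rose from 0.842 ± 0.0813 to 2.08 ± 0.252 CPM (log2 fold change 1.296, SE 0.28, adjusted p = 0.0071, edgeR), a call lost with DESeq2 (adjusted p = 0.0929), with library size alone (adjusted p = 0.141) and without toluene replicate 1 (adjusted p = 0.053), with a lowest adjusted p of 0.000553 over alternatives. MYBS3 c113285_g1_i1 fell from 87.3 ± 1.35 to 36.1 ± 1.92 CPM (log2 fold change −1.27, SE 0.11, adjusted p = 3.13e-05, edgeR). MYB3 c110873_g2_i1 fell from 24.2 ± 1.86 to 12.8 ± 0.00837 CPM (log2 fold change −0.93, SE 0.12, adjusted p = 0.000335, edgeR). A scarcer MYB3 unigene c111391_g3_i1 rose from 0.852 ± 0.0954 to 4.46 ± 0.486 CPM (log2 fold change 2.38, SE 0.23, adjusted p = 6.27e-05, edgeR). MYB20 c107629_g1_i1 fell (log2 fold change −1.51, SE 0.36, adjusted p = 0.0107, edgeR). MYB61 c113121_g2_i1 rose (log2 fold change 1.34, SE 0.40, adjusted p = 0.0318, edgeR). Of 115 MYB unigenes tested, each with a land plant match, 21 rose, 16 fell and 78 did not pass the test (21 and 16 adjusted over the list alone). The list had a median log2 fold change of 0.15, camera adjusted p = 0.32. The paper discusses this family, so the list is not independent evidence of its direction. Counts of higher and lower genes were 5 and 4 with library size alone, 11 and 9 without untreated replicate 1, 14 and 9 without untreated replicate 2 and 13 and 12 without toluene replicate 1. The call of MYB4 c114684_g4_i1 was lost with library size alone (adjusted p = 0.468), with a lowest adjusted p of 3.03e-07 over alternatives. That of MYB3 c110873_g2_i1 was lost with library size alone (adjusted p = 0.0692), with a lowest adjusted p of 3.97e-11 over alternatives. That of MYB20 was lost with DESeq2 (adjusted p = 0.113), without untreated replicate 2 (adjusted p = 0.108) and without toluene replicate 2 (adjusted p = 0.0636), with a lowest adjusted p of 0.00133 over alternatives. That of MYB61 was lost with DESeq2 (adjusted p = 0.192), with library size alone (adjusted p = 0.169), without untreated replicate 1 (adjusted p = 0.195), without toluene replicate 1 (adjusted p = 0.204) and without toluene replicate 2 (adjusted p = 0.0824), with a lowest adjusted p of 0.0033 over alternatives. The log2 fold change of MYB61 was 2.00 without untreated replicate 2.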

In the present study, after *A. pusilla* plants were treated with toluene, RNA-seq analysis showed that the 14 genes encoding TFs of the MYB family were upregulated and three genes were downregulated (Figure 4). These results indicate that some TF-coding genes of the MYB family play important roles in toluene metabolism.

When treated with toluene, 8 genes out of 10 DEGs of the EREBP family were upregulated (Figure 4b), which is a member of the plant-specific TF family. Previous studies have shown that *AtERF4*, *AtERF5*, *AtERF8*, and *AtDREB2A* are negative regulators that can inhibit gene transcription, and *AtERF5* may play an important role in plant innate immunity by coordinating chitin and other defense pathways [39,40,41,42,43]. The present study showed that the expression levels of *AtERF4* (AT3G15210), *AtERF5* (AT5G47230), *AtERF8* (AT1G53170), and *AtDREB2A* (AT5G05410) were downregulated during toluene metabolism. 

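Ethylene response factors, DNA-binding proteins of hormone and stress signalling, fell more often than they rose. ERF4, a repressor, fell in c108988_g1_i1 from 237 ± 2.89 to 69.0 ± 1.61 CPM (SD, n = 2 per group, log2 fold change −1.78, SE 0.11, adjusted p = 4.32e-06, edgeR). A further ERF4 unigene c119073_g1_i1 fell from 157 ± 9.88 to 45.1 ± 4.04 CPM (log2 fold change −1.80, SE 0.12, adjusted p = 6.52e-06, edgeR). ERF5 c106649_g2_i1 fell from 49.0 ± 0.0271 to 11.6 ± 0.459 CPM (log2 fold change −2.07, SE 0.11, adjusted p = 2.64e-06, edgeR). A unigene described as DREB2A, c110009_g1_i1, fell from 10.2 ± 0.198 to 1.70 ± 0.515 CPM (log2 fold change −2.61, SE 0.21, adjusted p = 2e-05, edgeR). ERF017 c111741_g8_i1 fell from 78.2 ± 5.23 to 8.12 ± 0.749 CPM (log2 fold change −3.26, SE 0.13, adjusted p = 6.41e-07, edgeR). DREB1D c108664_g3_i2 fell from 57.8 ± 2.79 to 7.14 ± 0.155 CPM (log2 fold change −3.02, SE 0.12, adjusted p = 6.41e-07, edgeR). The unigene of ERF8 had too few counts to be tested. Of 95 unigenes of the family, each with a land plant match, 12 rose, 32 fell and 51 did not pass the test (13 and 32 adjusted over the list alone). As a list these had a median log2 fold change of −0.18, camera adjusted p = 0.0137, adjusted p = 0.794 with an estimated correlation. The paper discusses this family, so the list is not independent evidence. Risen and fallen members numbered 2 and 26 with library size alone, 6 and 27 without untreated replicate 1, 6 and 25 without untreated replicate 2 and 5 and 29 without toluene replicate 1. The list's call was lost without untreated replicate 2 (adjusted p = 0.139) and without toluene replicate 2 (adjusted p = 0.167).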

The expression levels of *AtERF-1* (AT4G17500), *AtERF2* (AT5G47220), *AtERF3*, and *AtRAP2.4* (AT1G78080, AT1G22190) were also downregulated. However, *RAP2.11* (AT5G19790) and *ERF1* (AT3G23240) expression was upregulated to activate the ethylene response.

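Further ethylene response factors changed in both directions. ERF-1 c113244_g4_i1 fell from 136 ± 1.53 to 60.7 ± 4.75 CPM (SD, n = 2 per group, log2 fold change −1.16, SE 0.11, adjusted p = 6.27e-05, edgeR). ERF2 c101330_g1_i1 fell from 4.14 ± 0.416 to 1.41 ± 0.498 CPM (log2 fold change −1.58, SE 0.26, adjusted p = 0.00158, edgeR). RAP2.4 fell in c115979_g1_i1 from 384 ± 27.4 to 159 ± 31.1 CPM (log2 fold change −1.27, SE 0.15, adjusted p = 0.000195, edgeR). A further RAP2.4 unigene c113008_g2_i1 fell from 221 ± 1.24 to 49.2 ± 6.63 CPM (log2 fold change −2.17, SE 0.13, adjusted p = 3.42e-06, edgeR). ERF1 rose in c108252_g1_i2 from 2.75 ± 0.0404 to 4.40 ± 0.141 CPM (log2 fold change 0.68, SE 0.18, adjusted p = 0.0185, edgeR). A further ERF1 unigene c107536_g1_i1 rose from 0.836 ± 0.00424 to 2.27 ± 0.179 CPM (log2 fold change 1.44, SE 0.27, adjusted p = 0.00318, edgeR). RAP2.11 c105769_g2_i1 had 0.918 ± 0.0858 in untreated and 1.14 ± 0.405 CPM in toluene-treated leaves (log2 fold change 0.29, SE 0.36, adjusted p = 0.584, edgeR). Among genes of ethylene synthesis and signalling, ACS6 c106742_g1_i1, which makes the ethylene precursor, fell from 6.12 ± 0.460 to 1.59 ± 0.390 CPM (log2 fold change −1.93, SE 0.21, adjusted p = 0.000149, edgeR). EBF1 c117050_g1_i1, an F-box protein that removes EIN3, rose (log2 fold change 0.52, SE 0.13, adjusted p = 0.0154, edgeR). Of 21 such unigenes, 4 rose, 1 fell and 16 did not pass the test (4 and 3 adjusted over the list alone). Together these had a median log2 fold change of −0.16, camera adjusted p = 0.525. Higher and lower counts were 0 and 1 with library size alone, 1 and 1 without untreated replicate 1, 1 and 2 without untreated replicate 2, 3 and 2 without toluene replicate 1 and 3 and 7 without toluene replicate 2. The call of ERF1 c108252_g1_i2 was lost with DESeq2 (adjusted p = 0.22), with library size alone (adjusted p = 0.579), without untreated replicate 1 (adjusted p = 0.137), without untreated replicate 2 (adjusted p = 0.103), without toluene replicate 1 (adjusted p = 0.0669) and without toluene replicate 2 (adjusted p = 0.0657), with a lowest adjusted p of 0.00976 over alternatives. That of c107536_g1_i1 was lost with library size alone (adjusted p = 0.0724), with a lowest adjusted p of 6.44e-05 over alternatives. That of EBF1 was lost with library size alone (adjusted p = 0.638), without untreated replicate 1 (adjusted p = 0.13) and without untreated replicate 2 (adjusted p = 0.161), with a lowest adjusted p of 0.000678 over alternatives.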

The expression of AP2/B3 TF family-coding genes (*TEM1*, *RAV1*, and *RAV2*) and WRKY TF family-coding genes (*WRKY22*, *WRKY29*, and *WRKY33*) were also downregulated (Figure 4b). 

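WRKY factors, regulators of defense genes, fell in most of the unigenes that passed the test. WRKY22 c112447_g1_i1 fell from 22.8 ± 1.299 to 3.26 ± 0.0851 CPM (SD, n = 2 per group, log2 fold change −2.80, SE 0.13, adjusted p = 1.44e-06, edgeR). A unigene with the WRKY33 locus c117651_g2_i1 fell from 248 ± 9.08 to 98.4 ± 15.0 CPM (log2 fold change −1.33, SE 0.13, adjusted p = 7.03e-05, edgeR). WRKY53 c115167_g1_i1 fell from 8.57 ± 0.252 to 1.07 ± 0.107 CPM (log2 fold change −3.01, SE 0.19, adjusted p = 4.5e-06, edgeR). WRKY7 c114551_g2_i1 fell from 179 ± 6.85 to 50.6 ± 5.91 CPM (log2 fold change −1.82, SE 0.12, adjusted p = 6.86e-06, edgeR). WRKY29 c114024_g2_i1, at a low level, fell from 0.931 ± 0.208 to 0.305 ± 0.00221 CPM (log2 fold change −1.61, SE 0.42, adjusted p = 0.017, edgeR). Of 60 WRKY unigenes tested, each with a land plant match, 1 rose, 24 fell and 35 did not pass the test (1 and 24 adjusted over the list alone). The group had a median log2 fold change of −0.40, camera adjusted p = 0.000949, adjusted p = 0.792 with an estimated correlation. Among AP2/B3 genes RAV1 c113400_g3_i1 fell from 1.31 ± 0.297 to 0.375 ± 0.101 CPM (log2 fold change −1.81, SE 0.40, adjusted p = 0.00724, edgeR). A scarcer unigene with the TEM1 locus, c113400_g1_i1, fell from 4.74 ± 0.298 to 1.66 ± 0.0246 CPM (log2 fold change −1.51, SE 0.19, adjusted p = 0.000357, edgeR). The most abundant TEM1 unigene c114189_g1_i1 had 248 ± 5.67 in untreated and 199 ± 2.30 CPM in toluene-treated leaves (log2 fold change −0.32, SE 0.11, adjusted p = 0.0515, edgeR). RAV2 c104684_g2_i1 had 0.270 ± 0.0701 in untreated and 0.507 ± 0.0853 CPM in toluene-treated leaves (log2 fold change 0.90, SE 0.49, adjusted p = 0.2, edgeR). A further RAV2 unigene c104684_g1_i1 fell from 0.407 ± 0.159 to 0.0621 ± 0.0306 CPM (log2 fold change −2.73, SE 0.72, adjusted p = 0.0182, edgeR), a call lost with DESeq2 (adjusted p = 0.204), without untreated replicate 2 (adjusted p = 0.234), without toluene replicate 1 (adjusted p = 0.112) and without toluene replicate 2 (adjusted p = 0.166), with a lowest adjusted p of 0.00315 over alternatives. Of 5 AP2/B3 unigenes 3 fell and 0 rose in edgeR's test, where risen ones numbered 0 at an unadjusted p under 0.05, 0 by the exact test and 0 by DESeq2 on the same unigenes. The paper discusses the WRKY family, so the list is not independent evidence. Fallen WRKY genes numbered 13 with library size alone. The call of WRKY29 was lost with DESeq2 (adjusted p = 0.2), without untreated replicate 2 (adjusted p = 0.157), without toluene replicate 1 (adjusted p = 0.0735) and without toluene replicate 2 (adjusted p = 0.0684), with a lowest adjusted p of 0.00336 over alternatives. That of RAV1 was lost with DESeq2 (adjusted p = 0.0704), without untreated replicate 1 (adjusted p = 0.0596) and without toluene replicate 2 (adjusted p = 0.0509), with a lowest adjusted p of 0.000377 over alternatives.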

*TEM1* controls flower senescence and abscission [44]. *Arabidopsis TEM1* and *TEM2* double mutants are more tolerant than plants overexpressing *TEM* under conditions of increasing soil salinity [45]. Similarly, *RAV1* and *RAV2* are multifunctional negative regulators of plant growth, abiotic stress, drought, and salt stress [46]. This is consistent with our results; the expression of these genes was downregulated during toluene response, which may be negative regulators. WRKY TFs play an important regulatory role in various stress adaptations. *WRKY22* and its homolog, *WRKY29*, are part of class IIE WRKYs, which are markers of pathogen-triggered immunity [47]. *WRKY33* is related to the ROS detoxification mechanism, and overexpression of *WRKY33* can improve *Arabidopsis* tolerance to salt stress [48]. In our results, we determined that *WRKY22*, *WRKY29*, and *WRKY33* were highly sensitive to toluene treatment and that their expression was downregulated.

Nucleoside diphosphate kinase (*NDPK*) is a highly conserved multifunctional protein that is mainly involved in maintaining the balance between NDP and NTP, and it can regulate various eukaryotic cell activities, including cell proliferation, development, and differentiation [49]. At present, five *NDPK*-coding genes have been identified in plant species, namely, *NDPK1* to *NDPK5*. The roles of *NDPK1*, *NDPK2*, and *NDPK3* in signal transduction and oxidative stress have been demonstrated [50,51]. RNA-seq analysis in the current study showed that the expression of *NDPK1* increased after toluene treatment. We speculate that *NDPK1* plays an important role in toluene detoxification and metabolism. Previous studies have shown that the overexpression of *NDPK2* enhances tolerance to various abiotic stresses [17,18], especially in favor of the detoxification ability of *A. pusilla* to toluene [14]. To verify whether the overexpression of *AtNDPK2* affects the expression of other genes related to toluene reaction or metabolism, we used qRT-PCR to detect the expression of related DEGs after toluene treatment. The results showed that the overexpression of *NDPK2* promoted or decreased the expression of genes related to toluene reaction (Figure 7).

## 4. Materials and Methods

### 4.1. Plant Materials and Toluene Treatment Conditions

*A. pusilla* plants were collected from the Floriculture Research Division, National Institute of Horticultural and Herbal Science, Rural Development Administration, Wanju 55365, South Korea. *A. pusilla* plants (20 cm height) grown in a greenhouse were placed in a sealed chamber at room temperature (25 ± 5 °C) under a pressure of 760 mm Hg with 12/12 h light/dark cycle. After that, toluene treatment was applied at a concentration of 1.5 ppm inside the chamber for 5 h. *A. pusilla* plants without toluene treatment were used as controls. The leaves of three plants in each of the toluene treatment group and the control group were collected, and immediately frozen in liquid nitrogen. This process was repeated twice, and all leaves were stored at −80 °C until further analysis.

### 4.2. RNA Extraction

*A. pusilla* leaf samples were ground into powder in a mortar with liquid nitrogen, and total RNA was extracted from the samples using TRIzol reagent (MRC, Cincinnati, OH, USA) according to the manufacturer’s protocol. The quality and quantity of RNA were assessed using a spectra max quick drop microvolume spectrophotometer (Molecular Devices, San Jose, CA, USA) and analyzed on 1% agarose gel. The transcriptome sequencing libraries were prepared by mixing equal quantities of RNA from the samples [14].

### 4.3. Deep Sequencing

Two replicates of each toluene-treated and untreated RNA samples were sent to Macrogen Inc. (Seoul, Korea) for deep sequencing and generation of datasets. TruSeq Stranded mRNA LT Sample Prep Kit (Illumina, San Diego, CA, USA) was used to prepare a cDNA library according to the TruSeq Stranded mRNA Sample Preparation Guide, Part # 15031047 Rev. E. Briefly, DNase was used to remove DNA contamination, then the poly-A mRNAs were purified, and the mRNA was disintegrated into short fragments. Cleaved RNA fragments were synthesized into cDNA using random hexamer primers. After purification, the cDNA fragments were ligated to universal adapters containing sequencing priming sites. Subsequently, fragments were amplified using PCR and analyzed by agarose gel electrophoresis, and fragments with insert sizes between 200 and 400 bp were subjected to deep sequencing. For paired-end sequencing, both ends of the cDNA were sequenced using an Illumina NovaSeq 6000 (Illumina, San Diego, CA, USA).

### 4.4. Sequence Data Analysis and De Novo Assembly

To analyze the quality control of the sequenced raw reads, overall read quality, total bases, total reads, GC (%), and basic statistics were calculated. In order to reduce biases in analysis, artifacts such as low-quality reads, adaptor sequences, contaminant DNA, or PCR duplicates were removed using the Trimmomatic program [52]. The sliding window method was used, and bases of reads that did not qualify inside the window size 4, and mean quality 15 were trimmed [52]. Afterwards, reads with lengths shorter than 36 bp were dropped to produce trimmed data. The trimmed reads for all samples were merged into one file to perform transcriptome assembly. Subsequently, merged data were assembled using Trinity software (https://github.com/trinityrnaseq/trinityrnaseq/wiki) [53], which is generally utilized for de novo reconstruction of transcriptomes and combining read sequences of a certain length of overlap to form longer fragments without N gaps, called contigs. For assembled genes, the longest contig of the assembled contigs was filtered and clustered into non-redundant transcripts using the CD-HIT-EST program [54,55]. We defined these transcripts as unigenes. The unigenes were used for subsequent annotation and further differentially expressed gene (DEG) analysis.

### 4.5. Sequence Annotation and Classification

For annotation, unigenes were searched against various public databases such as NCBI Nucleotide (NT, https://www.ncbi.nlm.nih.gov/nucleotide/), National Center of Biotechnology Information (NCBI) non-redundant protein (NR, https://www.ncbi.nlm.nih.gov/protein/), Kyoto Encyclopedia of Genes and Genomes (KEGG) (http://www.genome.jp/kegg/ko.html), Pfam (https://pfam.xfam.org/), Gene Ontology (GO, http://www.geneontology.org/), UniProt (http://www.uniprot.org/), and EggNOG (http://eggnogdb.embl.de/) using BLASTN of NCBI BLAST and BLASTX of DIAMOND software with an E-value default cutoff at 1.0E-5 [56]. The abundance of unigenes across samples was estimated using the RSEM algorithm [22,57]. The expression level was calculated using the read count. This value was used for further DEG analyses. ORF prediction for unigenes was performed using the TransDecoder program to identify candidate coding regions within transcript sequences [58].

### 4.6. Identification of DEGs

The read count values of contigs obtained through RSEM were used as the original raw data. Low-quality transcripts were filtered during data preprocessing. Subsequently, trimmed mean of M-values (TMM) normalization was performed, and statistical analysis was performed using fold change, exact test using edgeR per comparison pair [58]. Significant results were selected on the conditions of |fc| ≥ 2 and *p*-value < 0.05. For significant lists, hierarchical clustering analysis was performed to group similar samples and contigs. These results are graphically depicted using a heatmap and dendrogram. Classification of GO terms was subsequently performed using an in-house script [59]. The GO terms belonging to biological process (BP), cellular component (CC), and molecular function (MF) are listed. For KEGG pathway analysis of the DEGs, bidirectional best hit (BBH) was used to search against the KEGG database to obtain the KO (reference pathway) number of the KEGG annotations [60].

### 4.7. Validation of RNA-Seq Analysis by qRT-PCR

To validate the transcriptome-based DEGs results, 10 DEGs related to metabolic pathways were selected and examined by qRT-PCR using actin as a housekeeping gene. Primers were designed using Primer 3 software (www.embnet.sk/cgi-bin/primer3_www.cgi). The primer names and sequences used for primer design are listed in Table S1. In detail, the first-strand cDNA was used as the template for each reaction and 2 μL of cDNA (1:9 diluted) was placed in a 20 μL reaction mixture containing 10 μL of iQ™ SYBR-Green Supermix (2×) and 0.2 μL of each primer (10 pmol). The qRT-PCR was run on a CFX96 qPCR-PCR machine (Bio-Rad, Hercules, CA, USA), and the thermal cycling conditions were adjusted as follows: 95 °C for 3 min, followed by 40 cycles of 95 °C for 10 s and 63 °C for 30 s. Actin was used as the reference gene to normalize the gene expression level, and relative gene expression was calculated using the Ct (2^−ΔΔCt^) method. The above experiment was repeated three times.

### 4.8. Gene Expression Analysis Related to Toluene Purification in AtNDPK2-Transgenic A. pusilla Lines

To further analyze the metabolic pathways of plants in the process of toluene absorption and decomposition, four transgenic *A. pusilla* plants with *AtNDPK2* obtained previously in our laboratory were used along with non-transgenic *A. pusilla* as a control [14]. Briefly, the plants were transferred into pots (20 cm in diameter) containing autoclaved soil and placed inside sealable plastic bags. The bags were sealed and placed in the culture room. After one week, the bags were partially opened, and two weeks later, they were fully opened. In the third week, the plants were cultured under ambient greenhouse conditions. Two months later, the surviving plants were placed in a sealed chamber at room temperature (25 ± 5 °C) under a pressure of 760 mm Hg with 12/12 h light/dark cycle. After toluene treatment was carried out at a concentration of 1.5 ppm inside the chamber for 5 h, the leaves of three plants in each line were mixed and immediately frozen in liquid nitrogen for further analysis. RNA extraction, cDNA synthesis, and qRT-PCR were performed as described above. The differential expression of metabolic genes related to toluene absorption and decomposition in transgenic *A. pusilla* lines was analyzed. The experiment was repeated three times.

## 5. Conclusions

In conclusion, we performed RNA-seq analysis and screened 4101 DEGs from *A. pusilla* plants after toluene treatment. The results of cluster analysis and functional annotation of DEGs enabled us to further investigate the metabolic pathway of toluene in *A. pusilla* plants. Toluene first enters the TCA cycle through ring cleavage and oxidation and then approaches other metabolic pathways, such as glycolysis/gluconeogenesis; starch and sucrose metabolism; glycerophospholipid metabolism, alanine, aspartate, and glutamate metabolism; terpenoid backbone biosynthesis; phenylpropanoid biosynthesis; flavonoid biosynthesis; and carotenoid biosynthesis. Our study provides insights into the metabolic mechanism underlying toluene response in plants. The identification of DEGs provides us with new genetic resource information, which would be helpful in developing plants for toluene air pollution remediation. In addition, qRT-PCR data supported that the overexpression of *AtNDPK2* was helpful for the expression of genes related to toluene metabolism, thus improving the toluene absorption capacity of the plant.

## Figures and Tables

**Figure 1:**
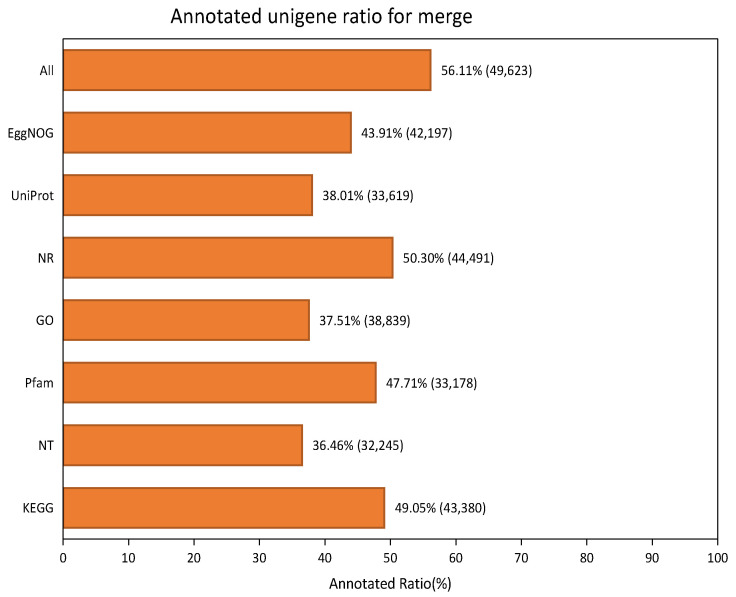
Annotated result of *A. pusilla* leaf transcriptome using various databases.

**Figure 2:**
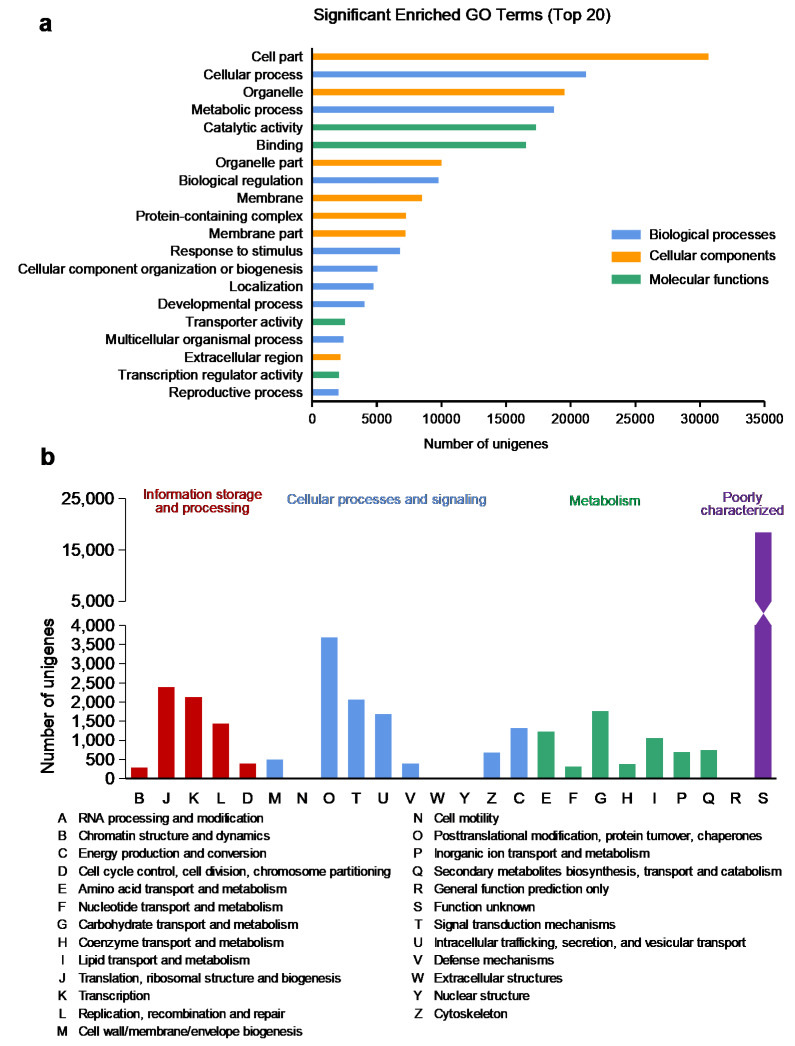
Functional annotation of unigenes identified in *A. pusilla* leaf transcriptome. (**a**) GO functional classification analysis; (**b**) EggNOG classification analysis.

**Figure 3:**
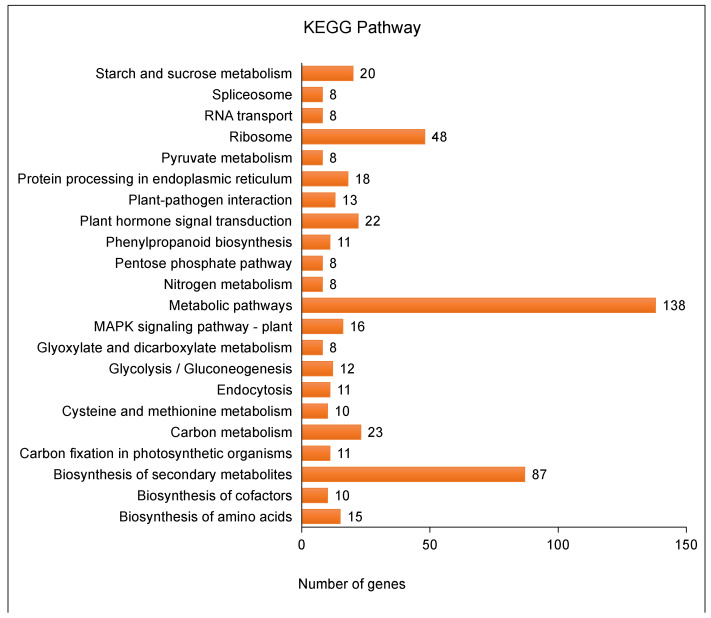
KEGG pathway analysis of DEGs in toluene treated and untreated *A. pusilla*.

**Figure 4:**
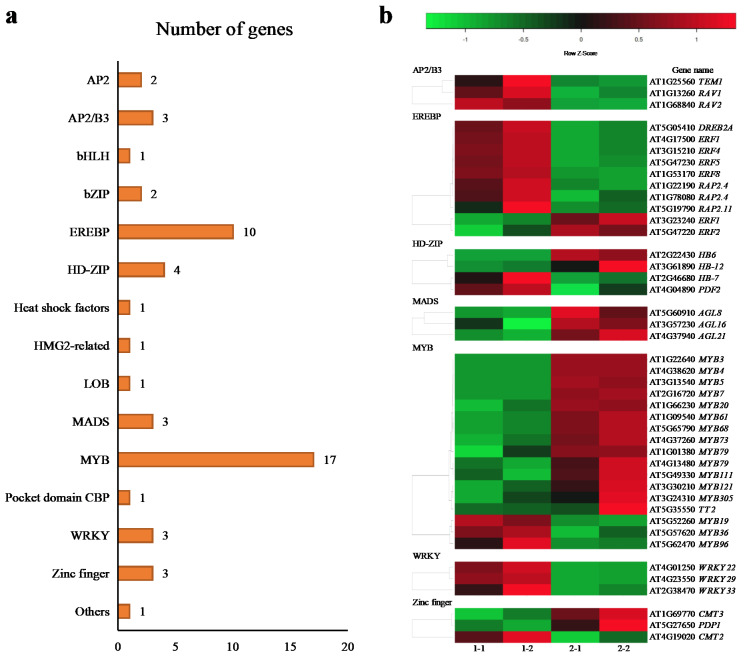
Transcriptional factors of DEGs identified in toluene untreated and treated *A. pusilla*. (**a**) The present study identified 53 TFs that were classified into 14 transcription factor families; (**b**) heat maps of various types TFs in toluene untreated (1-1, 1-2) and treated (2-1, 2-2) *A. pusilla*. Heatmap color represents the expression level of each gene (rows) in different treatments. (fold-change > 2, *p*-value < 0.05). Red bars: upregulation; green bars: downregulation.

**Figure 5:**
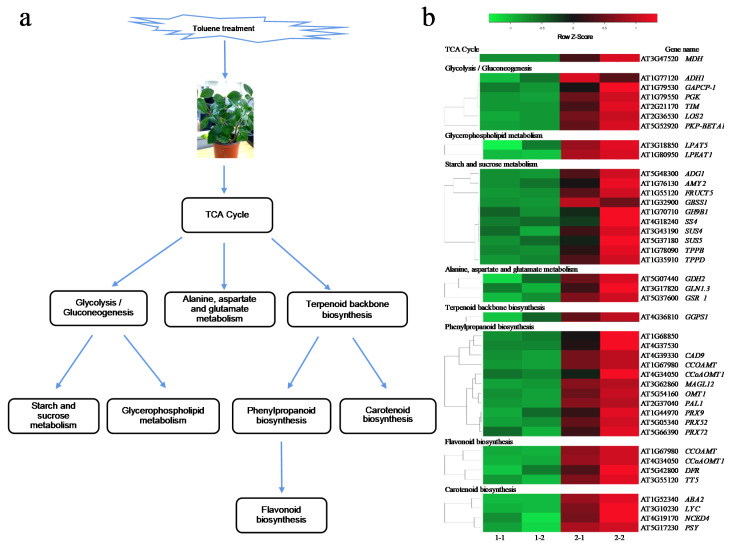
The models of toluene metabolic mechanism in *A. pusilla*. (**a**) Toluene response related to metabolic defense pathways in *A. pusilla*; (**b**) heat maps of metabolic pathways DEGs in toluene untreated (1-1, 1-2) and treated (2-1, 2-2) *A. pusilla*. Heatmap color represents the expression level of each gene (rows) in different treatments. (fold-change ≥ 2, *p*-value < 0.05). Red bars: upregulation; green bars: downregulation.

**Figure 6:**
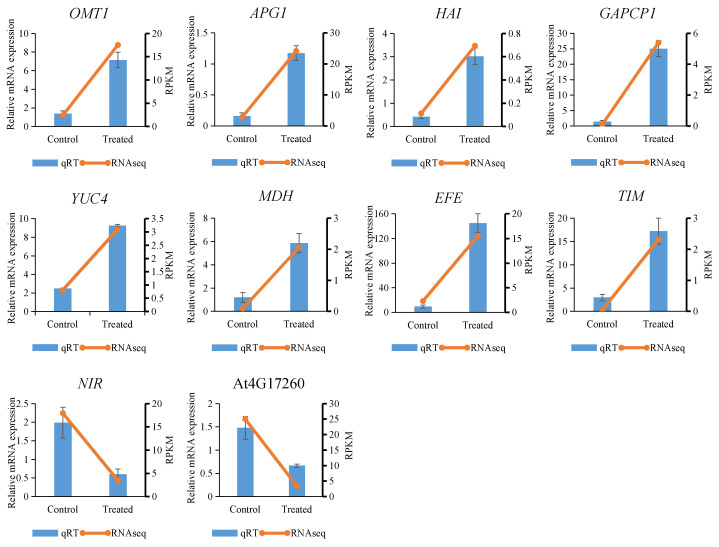
The gene expression analysis of metabolic pathway genes in toluene treated and untreated *A. pusilla* plants. Values are means of three biological repeats. Error bars indicate ± SE. OMT1: O-methyltransferase 1; APG1: S-adenosyl-l-methylionine-dependent methyltransferases superfamily protein; HAI: H [+]—ATPase 1; GAPCP1: glyceraldehyde-3-phosphate dehydrogenation of plastid 1; YUC4: flavin binding monooxygenase family protein; MDH: malate dehydrogenase; EFE: ethylene forming enzyme; TIM: triosephosphate isomerase; NIR: nitrite reductase 1; AT4G17260: lactate/malate dehydrogenase family protein.

**Figure 7:**
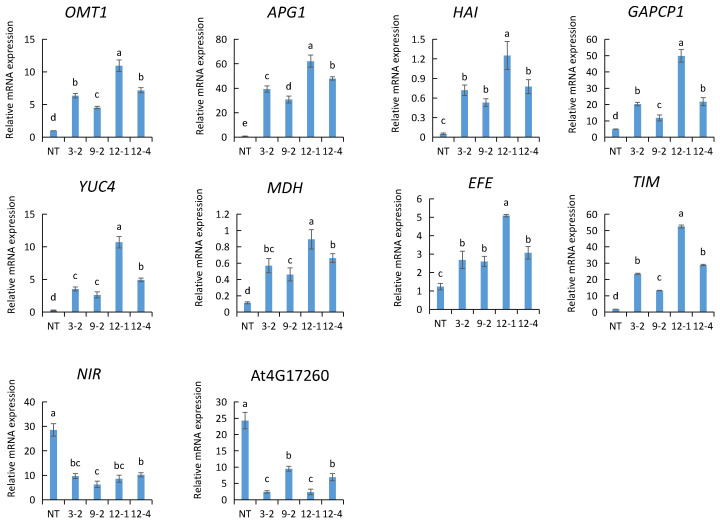
The expression analysis of metabolic genes in toluene treated and untreated AtNDPK2- transgenic *A. pusilla*. NT: non-transgenic *A. pusilla* plants; 3-2, 9-2, 12-1, 12-4: AtNDPK2-transgenic *A. pusilla* lines. Values are means of three biological repeats. Error bars indicate + SE. Different small letters indicated a significant difference (*p* < 0.05, Duncan’s multiple range test).

**Table 1:** Summary of the *A. pusilla* leaf transcriptome.

Samples	1-1	1-2	2-1	2-2
Total raw reads	137,518,750	165,188,286	144,957,778	138,077,056
Total trimmed reads	135,591,762	162,623,598	142,958,464	136,257,376
Q20 (%)	98.90	98.78	98.82	98.86
Q30 (%)	96.03	95.69	95.78	95.87
GC (%)	50.30	49.99	50.52	49.37
Mapped reads	100,780,248 (74.33%)	117,220,734 (72.08%)	110,070,246 (76.99%)	97,991,310 (71.92%)
Unmapped reads	34,811,514 (25.67%)	45,402,864 (27.92%)	32,888,218 (23.01%)	38,266,066 (28.08%)

1-1 and 1-2: control samples (two independent biological replicates). 2-1 and 2-2: toluene treated sample (two independent biological replicates).

**Table 2:** The number of DEGs in toluene treated and untreated *A. pusilla* plants.

DEGs Set	Total DEGs	KEGG DEGs	GO DEGs			
			Total	Biological Processes	Cellular Components	Molecular Functions
All DEGs	4101	3101	2854	2393	2525	2547
Up regulation	2100 (51.2%)	1610 (51.9%)	1456 (51.0%)	1234 (51.6%)	1262 (50.0%)	1315 (51.6%)
Down regulation	2001 (48.8%)	1491 (48.1%)	1398 (49.0%)	1159 (48.4%)	1263 (50.0%)	1232 (48.4%)

## Data Availability

The complete RNA-seq data were submitted to GEO. The accession number is GSE172268 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE172268).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/plants10051011/s1, Figure S1: GO functional analysis of DEGs identified in toluene treated and untreated *A. pusilla*, Figure S2: KEGG analysis DEGs in ribosome after toluene treatment in *A. pusilla*, Figure S3: KEGG analysis DEGs in endocytosis after toluene treatment in *A. pusilla*, Table S1: Primer sequences for metabolic pathways and reference genes used in this study, Table S2: Assembly statistics and statistics of clustered contigs (unigene) in *A. pusilla* leaf transcriptome, Table S3 (Additional file 1): GO functional classification analysis on each type of unigenes, Table S4 (Additional file 1): *A. pusilla* DEGs matched with Arabidopsis gene sequence.

## References

[1] Flowers L., Boyes W., Foster S., Gelhaus M., Hogan K., Marcus A., McClure P., Osier M., Ronney A. (2005). Toxicological Review of Toluene (CAS No. 108–88-3).

[2] Muccee F., Ejaz S., Riaz N. (2019). Toluene degradation via a unique metabolic route in indigenous bacterial species. Arch. Microbiol..

[3] Becker J.M., Neal M.W. (1990). Drinking Water Criteria Document for Toluene.

[4] De Bortoli M., Knöppel H., Pecchio E., Peil A., Rogora L., Schauenburg H., Schlitt H., Vissers H. (1986). Concentrations of selected organic pollutants in indoor and outdoor air in northern Italy. Environ. Int..

[5] Faradisha J., Tualeka A.R., Widajati N. (2019). Analysis of Correlation between Toluene Exposure and Health Risk Characterization on Printing Worker of Plastic Bags Industry. Indian J. Public Health Res. Dev..

[6] Shih H.-T., Yu C.-L., Wu M.-T., Liu C.-S., Tsai C.-H., Hung D.-Z., Wu C.-S., Kuo H.-W. (2011). Subclinical abnormalities in workers with continuous low-level toluene exposure. Toxicol. Ind. Health.

[7] Singhai A. (2013). Toluene-induced acute lung injury. Med. J. DY Patil Univ..

[8] Irga P.J., Pettit T., Irga R.F., Paull N.J., Douglas A.N., Torpy F.R. (2019). Does plant species selection in functional active green walls influence VOC phytoremediation efficiency?. Environ. Sci. Pollut. Res..

[9] Kim K.J., Khalekuzzaman M., Suh J.N., Kim H.J., Shagol C., Kim H.-H., Kim H.J. (2018). Phytoremediation of volatile organic compounds by indoor plants: A review. Hortic. Environ. Biotechnol..

[10] Hörmann V., Brenske K.-R., Ulrichs C. (2018). Assessment of filtration efficiency and physiological responses of selected plant species to indoor air pollutants (toluene and 2-ethylhexanol) under chamber conditions. Environ. Sci. Pollut. Res..

[11] Kim K.J., Yoo E.H., Jeong M.I., Song J.S., Lee S.Y., Kays S.J. (2011). Changes in the phytoremediation potential of indoor plants with exposure to toluene. HortScience.

[12] Sriprapat W., Suksabye P., Areephak S., Klantup P., Waraha A., Sawattan A., Thiravetyan P. (2014). Uptake of toluene and ethylbenzene by plants: Removal of volatile indoor air contaminants. Ecotoxicol. Environ. Saf..

[13] Group A.P. (2009). An update of the Angiosperm Phylogeny Group classification for the orders and families of flowering plants: APG III. Bot. J. Linn. Soc..

[14] Ahn C.H., Kim N.-S., Shin J.Y., Lee Y.A., Kim K.J., Kim J.H., Park P.M., An H.R., Kim Y.-J., Kim W.H. (2020). Enhanced detoxification of exogenous toluene gas in transgenic Ardisia pusilla expressing AtNDPK2 gene. Hortic. Environ. Biotechnol..

[15] Song J.E. (2012). A study on the reduction of volatile organic compounds by Fatsia japonica and Ardisia pusilla. J. Korea Inst. Ecol. Archit. Environ..

[16] Kim Y.-H., Lim S., Yang K.-S., Kim C.Y., Kwon S.-Y., Lee H.-S., Wang X., Zhou Z., Ma D., Yun D.-J. (2009). Expression of Arabidopsis NDPK2 increases antioxidant enzyme activities and enhances tolerance to multiple environmental stresses in transgenic sweetpotato plants. Mol. Breed..

[17] Wang Z., Li H., Ke Q., Jeong J.C., Lee H.-S., Xu B., Deng X.-P., Lim Y.P., Kwak S.-S. (2014). Transgenic alfalfa plants expressing AtNDPK2 exhibit increased growth and tolerance to abiotic stresses. Plant Physiol. Biochem..

[18] Zhang J., Movahedi A., Sang M., Wei Z., Xu J., Wang X., Wu X., Wang M., Yin T., Zhuge Q. (2017). Functional analyses of NDPK2 in Populus trichocarpa and overexpression of PtNDPK2 enhances growth and tolerance to abiotic stresses in transgenic poplar. Plant Physiol. Biochem..

[19] Ramya M., Park P.H., Chuang Y.-C., Kwon O.K., An H.R., Park P.M., Baek Y.S., Kang B.-C., Tsai W.-C., Chen H.-H. (2019). RNA sequencing analysis of Cymbidium goeringii identifies floral scent biosynthesis related genes. BMC Plant Biol..

[20] Chen J., Le X.C., Zhu L. (2019). Metabolomics and transcriptomics reveal defense mechanism of rice (Oryza sativa) grains under stress of 2, 2’, 4, 4’-tetrabromodiphenyl ether. Environ. Int..

[21] Langmead B., Trapnell C., Pop M., Salzberg S.L. (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol..

[22] Li B., Dewey C.N. (2011). RSEM: Accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinform..

[23] Ding Y., Xue X., Liu Z., Ye Y., Xiao P., Pu Y., Guan W., Mwacharo J.M., Ma Y., Zhao Q. (2020). Expression Profiling and Functional Characterization of miR-26a and miR-130a in Regulating Zhongwei Goat Hair Development via the TGF-β/SMAD Pathway. Int. J. Mol. Sci..

[24] Xia Z., Xu H., Zhai J., Li D., Luo H., He C., Huang X. (2011). RNA-Seq analysis and de novo transcriptome assembly of Hevea brasiliensis. Plant Mol. Biol..

[25] Altermann E., Klaenhammer T.R. (2005). PathwayVoyager: Pathway mapping using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. BMC Genom..

[26] Durmishidze S. (1975). Cleavage of the Aromatic Ring of Some Exogenous Compounds in Plants.

[27] Ugrekhelidze D.S. (1976). Metabolizm Ekzogennykh Alkanov i Aromaticheskikh Uglevodorodov v Rasteniyakh (Metabolism of Exogenous Alkanes and Aromatic Hydrocarbons in Plants).

[28] Ugrekhelidze D., Korte F., Kvesitadze G. (1997). Uptake and transformation of benzene and toluene by plant leaves. Ecotoxicol. Environ. Saf..

[29] Singh K.B., Foley R.C., Oñate-Sánchez L. (2002). Transcription factors in plant defense and stress responses. Curr. Opin. Plant Biol..

[30] Zhang J.Z. (2003). Overexpression analysis of plant transcription factors. Curr. Opin. Plant Biol..

[31] Ma D., Constabel C.P. (2019). MYB repressors as regulators of phenylpropanoid metabolism in plants. Trends Plant Sci..

[32] Ampomah-Dwamena C., Thrimawithana A.H., Dejnoprat S., Lewis D., Espley R.V., Allan A.C. (2019). A kiwifruit (Actinidia deliciosa) R2R3-MYB transcription factor modulates chlorophyll and carotenoid accumulation. New Phytol..

[33] Meng Y., Wang Z., Wang Y., Wang C., Zhu B., Liu H., Ji W., Wen J., Chu C., Tadege M. (2019). The MYB activator WHITE PETAL1 associates with MtTT8 and MtWD40-1 to regulate carotenoid-derived flower pigmentation in Medicago truncatula. Plant Cell.

[34] Li B., Fan R., Guo S., Wang P., Zhu X., Fan Y., Chen Y., He K., Kumar A., Shi J. (2019). The Arabidopsis MYB transcription factor, MYB111 modulates salt responses by regulating flavonoid biosynthesis. Environ. Exp. Bot..

[35] Wang X.C., Wu J., Guan M.L., Zhao C.H., Geng P., Zhao Q. (2020). Arabidopsis MYB4 plays dual roles in flavonoid biosynthesis. Plant J..

[36] Geng P., Zhang S., Liu J., Zhao C., Wu J., Cao Y., Fu C., Han X., He H., Zhao Q. (2020). MYB20, MYB42, MYB43, and MYB85 regulate phenylalanine and lignin biosynthesis during secondary cell wall formation. Plant Physiol..

[37] Lee S.B., Kim H.U., Suh M.C. (2016). MYB94 and MYB96 additively activate cuticular wax biosynthesis in Arabidopsis. Plant Cell Physiol..

[38] Wang S.-S., Song Z.-B., Sun Z., Zhang J., Mei Y., Nian H.-J., Li K.-Z., Chen L.-M. (2012). Physiological and transcriptional analysis of the effects of formaldehyde exposure on Arabidopsis thaliana. Acta Physiol. Plant..

[39] Caarls L., Van der Does D., Hickman R., Jansen W., Verk M.C.V., Proietti S., Lorenzo O., Solano R., Pieterse C.M., Van Wees S. (2017). Assessing the role of ETHYLENE RESPONSE FACTOR transcriptional repressors in salicylic acid-mediated suppression of jasmonic acid-responsive genes. Plant Cell Physiol..

[40] Fujimoto S.Y., Ohta M., Usui A., Shinshi H., Ohme-Takagi M. (2000). Arabidopsis ethylene-responsive element binding factors act as transcriptional activators or repressors of GCC box–mediated gene expression. Plant Cell.

[41] Son G.H., Wan J., Kim H.J., Nguyen X.C., Chung W.S., Hong J.C., Stacey G. (2012). Ethylene-responsive element-binding factor 5, ERF5, is involved in chitin-induced innate immunity response. Mol. Plant Microbe Interact..

[42] Wehner N., Hartmann L., Ehlert A., Böttner S., Oñate-Sánchez L., Dröge-Laser W. (2011). High-throughput protoplast transactivation (PTA) system for the analysis of Arabidopsis transcription factor function. Plant J..

[43] Yang Z., Tian L., Latoszek-Green M., Brown D., Wu K. (2005). Arabidopsis ERF4 is a transcriptional repressor capable of modulating ethylene and abscisic acid responses. Plant Mol. Biol..

[44] Chen W.-H., Li P.-F., Chen M.-K., Lee Y.-I., Yang C.-H. (2015). FOREVER YOUNG FLOWER negatively regulates ethylene response DNA-binding factors by activating an ethylene-responsive factor to control Arabidopsis floral organ senescence and abscission. Plant Physiol..

[45] Osnato M., Cereijo U., Sala J., Matías-Hernández L., Aguilar-Jaramillo A.E., Rodríguez-Goberna M.R., Riechmann J.L., Rodríguez-Concepción M., Pelaz S. (2021). The floral repressors TEMPRANILLO1 and 2 modulate salt tolerance by regulating hormonal components and photo-protection in Arabidopsis. Plant J..

[46] Fu M., Kang H.K., Son S.-H., Kim S.-K., Nam K.H. (2014). A subset of Arabidopsis RAV transcription factors modulates drought and salt stress responses independent of ABA. Plant Cell Physiol..

[47] Hsu F.-C., Chou M.-Y., Chou S.-J., Li Y.-R., Peng H.-P., Shih M.-C. (2013). Submergence confers immunity mediated by the WRKY22 transcription factor in Arabidopsis. Plant Cell.

[48] Bao W., Wang X., Chen M., Chai T., Wang H. (2018). A WRKY transcription factor, PcWRKY33, from Polygonum cuspidatum reduces salt tolerance in transgenic Arabidopsis thaliana. Plant Cell Rep..

[49] Snider N.T., Altshuler P.J., Omary M.B. (2015). Modulation of cytoskeletal dynamics by mammalian nucleoside diphosphate kinase (NDPK) proteins. Naunyn-Schmiedeberg’s Arch. Pharmacol..

[50] Liu H., Weisman D., Tang L., Tan L., Zhang W.-K., Wang Z.-H., Huang Y.-H., Lin W.-X., Liu X.-M., Colón-Carmona A. (2015). Stress signaling in response to polycyclic aromatic hydrocarbon exposure in Arabidopsis thaliana involves a nucleoside diphosphate kinase, NDPK-3. Planta.

[51] Luzarowski M., Kosmacz M., Sokolowska E., Jasińska W., Willmitzer L., Veyel D., Skirycz A. (2017). Affinity purification with metabolomic and proteomic analysis unravels diverse roles of nucleoside diphosphate kinases. J. Exp. Bot..

[52] Bolger A.M., Lohse M., Usadel B. (2014). Trimmomatic: A flexible trimmer for Illumina sequence data. Bioinformatics.

[53] Grabherr M.G., Haas B.J., Yassour M., Levin J.Z., Thompson D.A., Amit I., Adiconis X., Fan L., Raychowdhury R., Zeng Q. (2011). Trinity: Reconstructing a full-length transcriptome without a genome from RNA-Seq data. Nat. Biotechnol..

[54] Li W., Godzik A. (2006). Cd-hit: A fast program for clustering and comparing large sets of protein or nucleotide sequences. Bioinformatics.

[55] Fu L., Niu B., Zhu Z., Wu S., Li W. (2012). CD-HIT: Accelerated for clustering the next-generation sequencing data. Bioinformatics.

[56] Buchfink B., Xie C., Huson D.H. (2015). Fast and sensitive protein alignment using DIAMOND. Nat. Methods.

[57] Li B., Ruotti V., Stewart R.M., Thomson J.A., Dewey C.N. (2010). RNA-Seq gene expression estimation with read mapping uncertainty. Bioinformatics.

[58] Haas B.J., Papanicolaou A., Yassour M., Grabherr M., Blood P.D., Bowden J., Couger M.B., Eccles D., Li B., Lieber M. (2013). De novo transcript sequence reconstruction from RNA-seq using the Trinity platform for reference generation and analysis. Nat. Protoc..

[59] Consortium G.O. (2008). The gene ontology project in 2008. Nucleic Acids Res..

[60] Kanehisa M., Araki M., Goto S., Hattori M., Hirakawa M., Itoh M., Katayama T., Kawashima S., Okuda S., Tokimatsu T. (2007). KEGG for linking genomes to life and the environment. Nucleic Acids Res..

How the deposited data were processed for this re-analysis (not part of the article)

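Leaf RNA of 2 groups of Ardisia pusilla plants, untreated and toluene-treated, was measured in 4 libraries, 2 per group. The authors trimmed the reads with Trimmomatic (window of 4 bases, quality 15, minimum length 36 bases), assembled the merged reads with Trinity, clustered contigs with CD-HIT-EST, mapped reads with Bowtie and estimated levels with RSEM, and the versions of these programs are not given in the sources used here. The deposited table gives the authors' expected counts, which RSEM shares out among unigenes and which carry no further normalization. Its FPKM values are the authors' counts divided by unigene length and library size. The deposited TPM values hold the same levels scaled to a common sum per library. The table also gives each unigene's length, and the annotation gives the authors' best matches in 7 databases and Arabidopsis loci. Names were removed from 404 unigenes (0.46%) and these are not reported here. The merged table holds 2 empty lines, and 0 columns of values per library were left unused.

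Expected counts were rounded. Unigenes were kept by filterByExpr of edgeR, which left 25210, and normalized by TMM. The groups were compared with edgeR's quasi-likelihood test, called at a Benjamini-Hochberg adjusted p under 0.05. The SE of a log2 fold change was derived as its absolute value divided by the square root of the F statistic. As a second count, edgeR's exact test was called at an unadjusted p under 0.05 and an absolute fold change of at least 2, the thresholds that the authors state. Gene lists, 32 in number, were tested with camera of limma at a preset correlation of 0.01 and adjusted over the lists: cytochrome P450, glutathione S-transferases, UDP-glycosyltransferases, ABC transporters, antioxidant enzymes, heat shock proteins, class III peroxidases, pathogenesis-related proteins, cytosolic and organelle ribosomal proteins, photosynthesis, core histones, tubulin and actin, tricarboxylic acid cycle, glycolysis, starch and sucrose, phenylpropanoid, flavonoid, carotenoid, nitrogen assimilation, endocytosis, ethylene, jasmonate, calcium signalling, circadian clock, carbon starvation, MYB, ERF and WRKY families, and markers of animals, fungi and viruses.

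The lists, the main tests, the alternatives listed below and the rule for naming genes were fixed before the data were examined. Library size without the 2 ribosomal RNA unigenes, the filter on counts in all 4 libraries, the unigenes of equal fold and most tests of explanations were chosen after the result was seen. The rule named every gene that the study gives a direction (83 of 90 genes named), by its most abundant unigene, the 12 largest changes per direction among unigenes with a mean of at least 10 CPM, and up to 4 members per list by smallest p. The study's own supplementary fold changes had been seen by then. Genes without a unigene of their locus, such as OMT1, APG1, HAI, YUC4, EFE, TIM and NDPK1, were matched by protein description where a name pattern was written. Further unigenes are named where their fold change equals a value of the study's supplement (relative tolerance 2e-05 on the TMM scale and 3e-06 without normalization, with 1 added to each count) or where they share a gene's locus, and these were chosen after their values were seen. Folds of the supplement equal to no DEG's were then searched among all unigenes. Unigenes best matched to vertebrates took ranks among the largest falls and the core histones and are not named. Name patterns for the HD-ZIP, MADS, AP2/B3 and zinc finger families were also written after the values were seen.

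Fold changes against a group without counts are lower bounds, with a floor of 3 counts over the group, and rises over 20-fold were counted with these bounds. Organisms were assigned from the best NR match, or from the UniProt and then the NT match where NR named none. Quercus suber matches in NR were sorted by their EggNOG or UniProt match instead. A pseudocount of 0.1 was added to FPKM values. Alternatives were the exact test, DESeq2, upper-quartile normalization, library size alone, no filter, a minimum of 1 CPM in 2 libraries, each library left out, a replicate block, land plant unigenes alone, sums per matched protein, an estimated correlation or fry for lists (fry tests a list against no change and not against other unigenes), and other matches or units for the organism shares. With a library left out, the lone sample of a group is assumed to vary like the other group. The test was tested on simulated data with 200 changed unigenes (random seed 11). In these simulated data the exact test at an unadjusted p gave 355 false calls (68.9% of its calls), DESeq2 10 (6.5%) and the replicate block 38 (19% of its calls). The 355 were 1.42% of the unchanged unigenes. Far more unigenes were called in the data than the 200 changed here (4552 at the stated thresholds), so these shares of calls do not carry over to the data. Software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Reads and qRT-PCR values were not analysed here.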

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

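The tests of whitefly RNA and of the plant's own genes behind 4 folds, and all tests of the pathogenesis-related and signalling patterns, were chosen after the result was seen.

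Signals in data that the paper does not report on were found in 3 places. Unigenes best matched to arthropods held 3546.8 CPM without scaling factors on average in the toluene-treated libraries. Fungal unigenes held 1546.8 CPM without scaling factors, a ratio to untreated of 4.26. By UniProt or NT matches the fungal ratio was 1.26, where the untreated libraries held 7193.9 and 7273.2 CPM against 386.6 and 338.8 in the main assignment. In c36_g1_i1, best matched to Acyrthosiphon pisum virus, fell 105185 counts over both toluene-treated libraries, against 0 in the untreated ones. This unigene was at least 37400.0-fold higher (at least 20600.0 without untreated replicate 1, 16800.0 without untreated replicate 2, 19300.0 without toluene replicate 1 and 62300.0 without toluene replicate 2).

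Housekeeping genes with rises over 20-fold form the first pattern. Of 662 unigenes that rose over 20-fold, 89.3% were best matched outside land plants, and for NDPK1, MDH, GAPCP1 and TIM the unigene whose fold equals the paper's had its best match in Bemisia tabaci in 4 of 4 genes, both consistent with RNA of other organisms, whitefly among them. A response of the plant would need its own ribosomal protein genes to rise alike, but the median log2 fold change of 195 land plant unigenes was 0.25. Its bootstrap interval was 0.21 to 0.28 at 95% (2000 resamples), which resamples unigenes and leaves out the spread between libraries. The highest land plant value in the 4 families was 0.87 (SE 0.25) against a log2 of 4.32 for 20-fold. The paper's qRT-PCR gives rises under 20-fold for MDH, GAPCP1 and TIM, which no land plant unigene of these families tested here reached. Which transcripts its primers amplified was not tested. The 183 ribosomal, tubulin and actin unigenes concerned had a median fold of 39.9 with TMM and 36.8 with library size alone, so scaling changed these folds little. As a test of library size this could not fail, because the 183 were picked for rises over 20-fold with TMM. The TMM factors ran only from 0.755 to 1.182. Whether these organisms were on the leaves or their RNA came in during preparation was not tested, and whether toluene had a part stays open.

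Pathogenesis-related protein genes that rose form the second pattern. Of 75 with a land plant match 20 rose and 11 fell, and the list of 81 did not pass camera (adjusted p = 0.204, or 0.853 with an estimated correlation). Of the 71 matched to land plants by UniProt or NT as well, 25.4% (2 SD of 10.3) were higher at an unadjusted p under 0.05, above the 5% that the test allowed. Of all 20250 land plant unigenes tested, 2578 were higher even at an adjusted p under 0.05. The share thus cannot decide whether RNA of other organisms was the source of the 71. Of 6 matched to other organisms 100% rose, for which such RNA stays open. Of the 26 that rose, 15 passed with library size alone, where the 26 had a median log2 fold change of 2.08 against 2.22 with TMM. Scaling thus moved these folds little. The 26 were picked for rises with TMM, so the comparison cannot decide on a difference in library size. An answer of the plant to insects, fungi or a virus, rather than to toluene, cannot be told apart from an effect of toluene, since both differ between the same 2 groups.

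WRKY, ERF and calcium signalling genes that fell form a further pattern. Of 223 tested, 76 fell and 17 rose, and with library size alone 52 of the 76 fell. The median log2 fold change of the 76 was −1.55 there against −1.42 with TMM, so scaling moved these folds little. The 76 were picked for falls with TMM, and the median of all tested unigenes moved only from 0.03 to −0.10. The comparison thus cannot decide on a difference in library size. Land plant unigenes held 953238.5 and 958243.6 CPM without scaling factors in the untreated and 950728.2 and 957308.7 in the toluene-treated libraries. So small a change argues against dilution by RNA of other organisms as the source of these falls. Among land plant unigenes normalized among themselves 75 fell, a count that such dilution could hardly move. Another time of day of sampling cannot be told apart from toluene, because the time of sampling is not given in the sources used here. Of 28 clock unigenes 10 changed, but so did 7403 of all 25210 unigenes tested, so this count cannot decide the question. An effect of toluene or of the other organisms stays open as well.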

How the results depend on the processing

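Of the tests below, library size without the 2 ribosomal RNA unigenes, the filter on counts in all 4 libraries, and the unigenes whose fold equals the paper's were chosen after the result was seen. The count by adjusted p, 7403, became 4913 with DESeq2, 2911 with library size alone and 3641 with an absolute fold change of at least 2, which only removes unigenes, and it ranged from 4235 to 7761 without each library. At the thresholds the paper states, 4552 became 2154 with a minimum of 1 CPM and 2599 among land plant unigenes only, where fewer unigenes are tested, and ranged from 2960 to 5873 without each library. Lists past the test numbered 12, with 0 by an estimated correlation and 8 to 12 without each library. The arthropod ratio of 38.3 was 3.08 by UniProt or NT matches, 23.4 as a share of FPKM, 23.4 as a share of TPM and 6.26 as a share of unigenes with a count, and 36.3 to 40.4 without each library. Called study genes numbered 40, with 24 by library size alone, 65 with the unigene whose fold equals the paper's (of 77 genes traced), and 31 to 37 without each library, and genes of Figure 6 numbered 4, with 7 by the unigene of equal fold and 3 to 5 without each library. The counts of 65 and 7 follow from the choice, since those unigenes were picked among DEGs for the paper's fold, sign included. Matched unigenes went from 49621 to 21776 among those kept by the count filter, which holds fewer unigenes. The lower arthropod ratio by UniProt or NT matches came with a higher untreated level, 1353.7 and 1388.7 CPM against 87.7 and 97.7 in the main assignment. For the other shifts the cause was not tested.

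Scaling moved the balance of directions. The median log2 fold change over the tested unigenes was 0.03 in the main test, 0.10 with upper-quartile normalization, −0.10 with library size alone and 0.14 with library size without the 2 ribosomal RNA unigenes, where 5035 rose and 2376 fell, and upper-quartile normalization gave 4700 higher and 2859 lower. Whether libraries of the same number came from the same round of treatment is not stated in the sources used here, and deviations of such pairs had a correlation of 0.09. With the replicate number as a block 8099 unigenes passed by adjusted p and 4449 at the stated thresholds, 13 lists, 41 study genes and 4 genes of Figure 6. Over named unigenes and alternatives, 2659 values kept their side of the threshold, 200 lost the call and 19 gained one, and for lists these were 330, 34 and 19. Values past the test in neither setting could change sign, as NDPK1 did with library size alone. An E-value limit of 1e-10 for matches was not run. With 2 libraries per group, changes near 2-fold were often missed.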

Differences from the paper's values

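The unigenes of equal fold and the filter on counts in all 4 libraries are tests chosen after the result was seen. For 8 genes the fold change of the most abundant unigene differed from the paper's. Of these, OMT1, APG1, HAI, EFE, TIM and NDPK1 were matched by protein description (30 unigenes for HAI and 38 for EFE). Their most abundant unigene can thus be another member of the protein family. The paper gives 8.1 for OMT1, 8.9 for APG1, 6.1 for HAI, 57.0 for GAPCP1, 25.4 for MDH, 7.7 for EFE, 59.4 for TIM and 23.2 for NDPK1, and the values here were 1.38, −1.08, −1.37, −1.69, −1.07, 1.25, −1.07 and 1.11. Each of these differed as well under every alternative set before the data were examined: the exact test, DESeq2, upper-quartile normalization, library size alone, each library left out, the replicate block, land plant unigenes alone, the sum over matched unigenes and the deposited FPKM. With the unigene whose fold equals the paper's, chosen after seeing the values, the paper's values were reached for GAPCP1, MDH, TIM, NDPK1 (each a Bemisia tabaci match) and EFE (a land plant match), so that 7 of the paper's 10 genes of Figure 6 were called. That search covered DEGs alone and picked unigenes for their equal fold, so their direction was fixed by the choice. The supplement's fold for OMT1, 7.51, equals that of 2 DEGs without normalization, neither described as OMT1. Outside the DEGs, its fold of 492 for APG1 equals that of the land plant unigene c105593_g1_i1 without normalization. Its fold for HAI equals that of 2 unigenes, of which 1, the fungal c79396_g1_i1, has a description that fits the gene. Both named unigenes had no counts in the untreated libraries. The log2 values of these folds are 8.9 and 6.1, the numbers that the paper's text gives.

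The count of DEGs, the paper's 4101, was 4552 at the stated thresholds. A filter on counts in all 4 libraries with common and tagwise dispersions, chosen after seeing the values, gave 4101, with 2100 upregulated and 2001 downregulated, 3101 of them with a KEGG match and 2854 with a GO term, each equal to the paper's count. Of the 1674 folds in the paper's supplement, 30 equalled none of a DEG so called, and 26 of these equalled a fold without normalization of some unigene. Of the 2100 upregulated, 425 were matched outside land plants. The paper's shares of matched unigenes for Pfam, EggNOG and GO are 47.71%, 43.91% and 37.51%, whereas the counts here give 37.51%, 47.71% and 43.91%.

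For 83 genes to which the paper gives a direction, the most abundant unigene was called in that direction for 40. A further 9 genes were called in the paper's direction under another edgeR setting or by DESeq2. One was TEM1 c114189_g1_i1 (edgeR's exact test, adjusted p = 0.0429, DESeq2, adjusted p = 0.00759, without toluene replicate 1, adjusted p = 0.0211, without toluene replicate 2, adjusted p = 0.0284). Others were AGL8 c116682_g9_i1 (without untreated replicate 1, adjusted p = 0.0226, and replicate block, adjusted p = 0.0226) and PGK c119348_g3_i1 (without toluene replicate 2, adjusted p = 0.0164). With edgeR's exact test they were FRUCT5 c107051_g1_i1 (adjusted p = 0.037) and GH9B1 c108901_g1_i1 (adjusted p = 0.0441). Further ones were ABA2 c112786_g1_i1 (upper-quartile normalization, adjusted p = 0.0478, without toluene replicate 2, adjusted p = 0.0139) and NCED4 c116142_g3_i1 (upper-quartile normalization, adjusted p = 0.0494). Then came EFE c110007_g1_i1 (upper-quartile normalization, adjusted p = 0.0456, without toluene replicate 2, adjusted p = 0.00646). NDPK1 c101715_g1_i1 (without toluene replicate 2, adjusted p = 0.00917) was called as well. Under no alternative set before the data were examined were RAV2, RAP2.11, MYB7, MYB68, MDH, TIM, PKP-BETA1, LPEAT1, SS4, GSR_1, CAD9, DFR, TT5 and APG1 called in it by their most abundant unigene. Genes whose most abundant unigene the main test called in the opposite direction were MYB3, MYB5, MYB20, MYB73, GAPCP1, TPPD, PRX52, PSY and HAI (lower) and MYB19 (higher). Scarcer unigenes of MYB3, MYB73, TPPD, PRX52 and PSY, and a fungal one of HAI, were called in the paper's direction. For MYB5, MYB20, GAPCP1 and MYB19 none was. For TPPD and PRX52 the paper's supplement gives both signs, −4.51 and −2.52 being the folds of the unigenes called lower here. With the unigene of equal fold, chosen after seeing the values, 65 of 77 genes traced were called in the paper's direction. These unigenes were picked for a fold equal to the supplement's, sign included, so the count is no evidence of agreement. Some, as for GAPCP1, MDH and TIM, were best matched to Bemisia tabaci and not to a plant. No unigene with the gene's locus was tested for DREB2A, ERF8, MYB111, MYB121, MYB305, MYB36, MYB96, CCOAMT, MAGL12 and LYC.

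The paper describes each ribosome gene it counts as upregulated, and here 35 of 195 land plant unigenes of cytosolic ribosomal proteins rose and 2 fell at an adjusted p under 0.05 (3 and 2 without untreated replicate 1, 10 and 2 without untreated replicate 2, 11 and 6 without toluene replicate 1 and 119 and 2 without toluene replicate 2), while 165 of 171 arthropod unigenes rose. With the filter on counts in all 4 libraries and the paper's thresholds, 6 land plant unigenes were higher and 1 lower, and 93 arthropod unigenes were higher. The list tested among land plant unigenes only was higher in toluene-treated leaves by camera at the preset correlation (adjusted p = 0.000115) and not with an estimated one (adjusted p = 0.793, a test chosen after seeing the values). It counts downregulated genes of endocytosis, and the endocytosis list here, not the paper's pathway, had 9 higher and 9 lower unigenes at an adjusted p under 0.05. The paper's results and discussion give opposite balances for the EREBP family, and here 12 of 95 unigenes rose and 32 fell. Its figure shows MYB20 and MYB111 as upregulated and MYB19 and MYB36 as downregulated, with opposite signs in its supplementary table.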

Other observations

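The tests of enriched organisms in the study's supplement were chosen after the result was seen. More calcium signalling genes fell than rose. CPK32 c116815_g4_i2, a calcium-dependent protein kinase, fell from 68.9 ± 1.56 to 13.1 ± 0.416 CPM (SD, n = 2 per group, log2 fold change −2.40, SE 0.11, adjusted p = 1.45e-06, edgeR) and the calcium-binding protein CML18 c102668_g1_i1 from 313 ± 5.20 to 92.1 ± 16.3 CPM (log2 fold change −1.77, SE 0.14, adjusted p = 1.71e-05, edgeR). Of 68 unigenes tested, 4 rose, 20 fell and 44 did not pass the test (5 and 20 adjusted over the list alone), with a median log2 fold change of −0.17, camera adjusted p = 0.00974, adjusted p = 0.794 with an estimated correlation. The list's call was lost without untreated replicate 2 (adjusted p = 0.063) and without toluene replicate 2 (adjusted p = 0.249), and higher and lower genes numbered 0 and 13 with library size alone, 7 and 18 with upper-quartile normalization, 2 and 16 without untreated replicate 1, 1 and 17 without untreated replicate 2 and 10 and 21 without toluene replicate 2. The same held for clock genes. FKF1 c115363_g1_i1, a blue-light receptor of flowering time, fell from 44.6 ± 1.33 to 20.0 ± 4.34 CPM (log2 fold change −1.15, SE 0.15, adjusted p = 0.000371, edgeR), and LHY c116473_g1_i1, a morning factor of the clock, from 214 ± 6.56 to 132 ± 7.13 CPM (log2 fold change −0.70, SE 0.11, adjusted p = 0.00118, edgeR), a call lost with library size alone (adjusted p = 0.119), with a lowest adjusted p of 3.87e-10 over alternatives. LNK1 c104619_g1_i2 rose (log2 fold change 0.70, SE 0.12, adjusted p = 0.00187, edgeR), a call lost with library size alone (adjusted p = 0.507), with a lowest adjusted p of 1.18e-05 over alternatives. Of 28 unigenes, 1 rose, 9 fell and 18 did not pass the test (1 and 11 adjusted over the list alone), with a median log2 fold change of −0.46, camera adjusted p = 0.0137, adjusted p = 0.794 with an estimated correlation. The clock call was lost with fry (adjusted p = 0.128) and with library size alone (adjusted p = 0.0739), and higher and lower genes numbered 0 and 1 with library size alone, 1 and 4 without untreated replicate 1 and 1 and 3 without untreated replicate 2.

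Some genes of sugar and hormone signalling fell. The trehalose-phosphate synthases TPS11 c112808_g2_i1 and TPS9 c118187_g1_i2, genes of the class induced by low sugar, fell from 24.9 ± 0.282 to 7.79 ± 0.674 CPM (SD, n = 2 per group, log2 fold change −1.67, SE 0.12, adjusted p = 1.16e-05, edgeR) and from 53.9 ± 0.868 to 23.2 ± 1.19 CPM (log2 fold change −1.21, SE 0.11, adjusted p = 4.54e-05, edgeR). Of 5 carbon starvation unigenes, 1 rose, 3 fell and 1 did not pass the test (1 and 3 adjusted over the list alone), with a median log2 fold change of −1.21, camera adjusted p = 0.235, and fry called the list (adjusted p = 0.0122). Higher and lower counts were 0 and 3 with library size alone, 0 and 3 without untreated replicate 2 and 0 and 3 without toluene replicate 1. MYC2 c116796_g2_i1, a regulator of jasmonate responses, fell from 171 ± 0.287 to 83.4 ± 5.67 CPM (log2 fold change −1.04, SE 0.11, adjusted p = 0.000117, edgeR). Of 2 jasmonate unigenes 1 fell and 0 rose in edgeR's test (1 and 0 adjusted over the list alone, risen ones numbering 0 at an unadjusted p under 0.05, 0 by the exact test and 0 by DESeq2 on the same unigenes, median log2 fold change of −0.48, camera adjusted p = 0.374), and fry called the list (adjusted p = 0.0258). Copper transporter 6 c103604_g1_i2, which takes up copper, fell from 40.9 ± 2.78 to 3.82 ± 0.195 CPM (log2 fold change −3.42, SE 0.13, adjusted p = 5.15e-07, edgeR). Among 4 fungal markers 2 rose and 0 fell in edgeR's test (2 and 0 adjusted over the list alone, fallen ones numbering 0 at an unadjusted p under 0.05, 0 by the exact test and 0 by DESeq2 on the same unigenes, median log2 fold change of 1.89, camera adjusted p = 0.204), with conidiation-specific protein 6 c69125_g1_i1 going from 0.118 ± 0.110 to 1.37 ± 0.0753 CPM (log2 fold change 3.58, SE 0.56, adjusted p = 0.00117, edgeR). Its log2 fold change was 4.99 without untreated replicate 1 and 2.78 without untreated replicate 2, and 1 marker rose without toluene replicate 1 or toluene replicate 2. The fungal list passed with fry (adjusted p = 0.03), with library size alone (adjusted p = 0.0369) and with no filter on low counts (adjusted p = 0.025). Of 86 unigenes with a viral protein name in a description, 81 of them with a land plant best match (6 rose and 4 fell), 10 rose, 4 fell and 72 did not pass the test (8 and 1 adjusted over the list alone), with a median log2 fold change of 0.18, camera adjusted p = 0.799, and higher and lower counts were 5 and 2 with library size alone, 10 and 2 with upper-quartile normalization, 7 and 1 without untreated replicate 1, 7 and 2 without toluene replicate 1 and 6 and 3 without toluene replicate 2. The replicase of Abisko virus c119011_g1_i1 rose (log2 fold change 5.88, SE 0.29, adjusted p = 1.74e-06, edgeR).

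In the study's supplementary table of 1674 fold changes, 1513 equal a DEG fold of the TMM exact test and 131 of the 161 others equal a DEG fold of counts without normalization. Of 79 folds above 20, 49 equal that of 1 DEG, and 39 of these DEGs were best matched to arthropods and 10 to land plants.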
